# Murine neonatal cardiac B cells promote cardiomyocyte proliferation and heart regeneration

**DOI:** 10.1038/s41536-023-00282-7

**Published:** 2023-02-11

**Authors:** Yong Tan, Xuewen Duan, Bo Wang, Xingguang Liu, Zhenzhen Zhan

**Keywords:** Cell division, Cardiomyopathies, Cell death and immune response, Experimental models of disease

## Abstract

The irreversible loss of cardiomyocytes in the adult heart following cardiac injury leads to adverse cardiac remodeling and ventricular dysfunction. However, the role of B cells in cardiomyocyte proliferation and heart regeneration has not been clarified. Here, we found that the neonatal mice with B cell depletion showed markedly reduced cardiomyocyte proliferation, leading to cardiac dysfunction, fibrosis scar formation, and the complete failure of heart regeneration after apical resection. B cell depletion also significantly impaired heart regeneration and cardiac function in neonatal mice following myocardial infarction (MI). However, B cell depletion in adult mice suppressed tissue inflammation, inhibited myocardial fibrosis, and improved cardiac function after MI. Interestingly, B cell depletion partially restricted cardiomyocyte proliferation in adult mice post-MI. Single-cell RNA sequencing showed that cardiac B cells possessed a more powerful ability to inhibit inflammatory responses and enhance angiogenesis in the postnatal day 1 (P1) mice compared with P7 and adult mice. Besides, the proportion of cardioprotective B cell clusters with high expression levels of *S100a6* (S100 calcium-binding protein A6) and *S100a4* (S100 calcium-binding protein A4) was greatly decreased in adult heart tissues compared with neonatal mice after cardiac damage. Thus, our study discovers that cardiac B cells in neonatal mice are required for cardiomyocyte proliferation and heart regeneration, while adult B cells promote inflammation and impair cardiac function after myocardial injury.

Because the proliferative capacity of cardiomyocytes is extremely limited in adult mammalian hearts, the irreversible loss of cardiomyocytes following cardiac injury markedly impairs cardiac function, leading to adverse cardiac remodeling and heart failure. However, early neonatal mice have a strong ability in cardiomyocyte proliferation and cardiac regeneration after heart damage such as apical resection (AR)^1^. Besides cardiomyocytes, non-myocytes in heart tissue also play different roles in the cardiac repair process^2^. Previous studies showed that cardiac macrophage depletion led to hyper-fibrosis and inhibited neovascularization after heart injury in neonatal mice. Transplantation of neonatal mouse cardiac macrophages into myocardial infarction (MI)-injured adult mice enhanced cardiomyocyte proliferation and facilitated cardiac repair^3,4^. The regulatory T cells (Treg) were reported to promote myocardial regeneration in a paracrine manner, while CD4^+^ Th1 and Th17 cells directly inhibited the proliferation and promoted the apoptosis of neonatal cardiomyocytes^5^. However, the roles of other cardiac immune cells in cardiac regeneration remain to be elucidated. B cells are a type of prominent immune cells in the injured heart; here we discovered the indispensable function of cardiac B cells in improving cardiomyocyte proliferation and heart regeneration in neonatal mice.

First, we found that the proportion of CD45^+^CD19^+^ B cells in cardiac tissues gradually increased at day 0–7 after AR of one-day-old mice (Supplementary Fig. 1a, b). To investigate the role of B cells in neonatal cardiac regeneration, we utilized Cd19-e(IRES-DTREGFP)2 (simplified as Cd19^DTR^) mice with knock-in of diphtheria toxin (DT) receptor in stop codon of *Cd19* gene (Supplementary Fig. 1c). CD19^+^ B cells in heart, spleen, and blood of Cd19^DTR^ mice were almost completely depleted after three times of intraperitoneal DT injection over 4 days after cardiac injury (Supplementary Fig. 1d–f). AR operation was performed on 2-day-old Cd19^DTR^ or wild type (WT) control mice with DT or phosphate-buffered saline (PBS) administration (Supplementary Fig. 1c). Masson’s trichrome staining showed that the marked fibrosis scar of myocardium occurred in neonatal Cd19^DTR^ mice with B cell depletion at day 21 after AR, while the hearts of neonatal Cd19^DTR^ mice with PBS administration and WT control mice with PBS or DT administration could completely regenerate without scar post-AR, indicating that the neonatal mouse hearts with B cell depletion failed to regenerate and repair (Fig. 1a). Furthermore, the cardiac function including the percentages of left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS) were significantly reduced in Cd19^DTR^ neonatal mice at day 21 after AR with DT administration as compared with PBS administration (Fig. 1b). MI was also performed on two-day-old Cd19^DTR^ mice with DT or PBS administration and heart regeneration was examined at 3 weeks after MI (Supplementary Fig. 1c). Similar to AR model, B cell depletion could suppress heart regeneration, resulting in scar formation and impaired cardiac function post-MI in neonatal mice (Fig. 1c, d). We then explored whether B cell depletion affected cardiomyocyte proliferation in neonatal mice. Immunofluorescence staining showed that the proliferated cardiomyocytes with EdU-, pH3-, or Ki67-positive expression were dramatically decreased at day 7 after AR in Cd19^DTR^ mice with DT administration (Fig. 1e–g). These data indicate that B cells promote cardiomyocyte proliferation and enhance cardiac regeneration in neonatal mice, leading to improved cardiac function after myocardial damage.

**Fig. 1:**
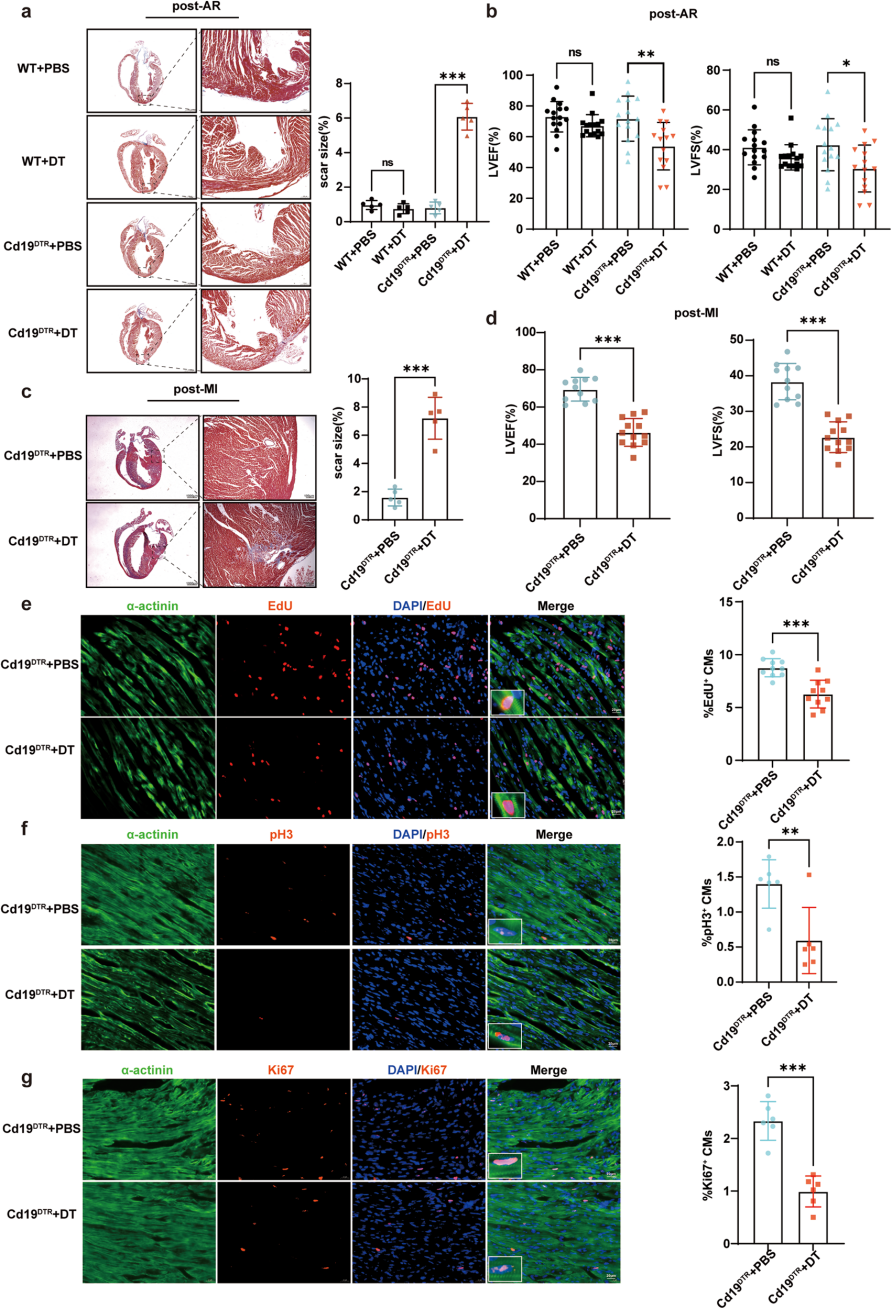
Murine neonatal cardiac B cells promote cardiomyocyte proliferation and heart regeneration. **a** Representative images and quantification of heart sections stained with Masson’s trichrome from the neonatal CD19^DTR^ or WT mice with DT or PBS administration 3 weeks after AR. Scale bars, 1000 μm (left) or 100 μm (right). Each symbol in quantification represents one mouse (*n* = 5 mice for each group, one-way ANOVA). **b** Echocardiographic measurement of LVEF and LVFS of the neonatal CD19^DTR^ or WT mice with DT or PBS administration 3 weeks after AR. Each symbol represents one mouse (*n* = 14 or 15 mice for each group, one-way ANOVA). **c** Representative images and quantification of heart sections stained with Masson’s trichrome from the neonatal CD19^DTR^ mice with DT or PBS administration 3 weeks after MI. Scale bars, 1000 μm (left) or 100 μm (right). Each symbol in quantification represents one mouse (*n* = 5 mice for each group, unpaired Student’s *t*-test). **d** Echocardiographic measurement of LVEF and LVFS of the neonatal CD19^DTR^ mice with DT or PBS administration 3 weeks after MI. Each symbol in quantification represents one mouse (*n* = 11 or 12 mice for each group, unpaired Student’s *t*-test). **e**–**g** Representative immunofluorescent staining images and quantification of EdU^+^, pH3^+^, or Ki67^+^ cardiomyocytes from myocardial tissues of the neonatal CD19^DTR^ mice with DT or PBS administration at day 7 post-AR. Scale bars, 20 μm. Each symbol in quantification indicates one representative image from one heart section of one mouse (*n* = 10 mice for each group in **e**; *n* = 6 mice for each group in **f** and **g**; unpaired Student’s *t*-test). The data were shown as mean ± SD. *p < 0.05. **p < 0.01, and ***p < 0.001.

Next, we investigated whether cardiac B cells in adult mice functioned in heart repair and cardiomyocyte proliferation of injured myocardium. The markedly increased cardiac function was found in adult Cd19^DTR^ mice (8–10-week-old) with DT administration as compared with adult Cd19^DTR^ mice with PBS administration and adult WT mice with PBS or DT treatment after MI (Supplementary Fig. 2a, b). B cell depletion mediated by DT administration reduced cardiac fibrosis and scar size of adult Cd19^DTR^ mice post-MI, which partially attributed to the decreased expression of fibrosis-related genes (such as fibronectin 1 [*Fn1*] and collagen type I alpha 1 chain [*Col1a1*]) and the limited myofibroblast proliferation (Supplementary Fig. 2c–e). Besides, DT injection did not influence the survival rate of adult Cd19^DTR^ mice following MI, compared with PBS-treated adult Cd19^DTR^ mice (Supplementary Fig. 2f). The mRNA expression levels of inflammatory factors including *Il6*, *Il1β*, C-C motif chemokine ligand 5 (*Ccl5*) and C-X-C motif chemokine ligand 10 (*Cxcl10*) were significantly inhibited in cardiac tissues of DT-treated adult Cd19^DTR^ mice post-MI (Supplementary Fig. 2g), which consisted with the previous research that B cell depletion in adult mice with anti-CD20 antibody alleviated myocardial injury by suppressing pro-inflammatory factor production and monocyte infiltration after MI^6^. It is also reported that enhanced B cell responses promoted cardiac fibrosis and aggravated myocardial damage^7^. However, EdU-positive cardiomyocytes in DT-treated adult Cd19^DTR^ mice were less than that in Cd19^DTR^ mice with PBS administration at day 7 post-MI (Fig. 2a), indicating that adult cardiac B cells also possessed some ability in promoting cardiomyocyte proliferation in adult mice. We further re-analyzed single-cell RNA sequencing (scRNA-Seq) data of adult mouse heart tissues after MI or sham operation presented in previous research (GSE163465)^8^. Several genes encoded secreted proteins that had been reported to promote cell proliferation were significantly upregulated in B cells from cardiac tissues of adult mice post-MI, which included secretory leukocyte peptidase inhibitor (*Slpi*)^9^, immunoglobulin heavy constant gamma 1 (*Ighg1*)^10^, lipocalin 2 (*Lcn2*)^11^, s100 calcium-binding protein A8 (*S100a8*)^12^, s100 calcium-binding protein A9 (*S100a9*)^13^ and C-X-C motif chemokine ligand 2 (*Cxcl2*)^14^ (Fig. 2b). These results suggest that cardiac B cells from adult mice enhance cardiomyocyte proliferation after myocardial injury in a paracrine manner. Despite adult cardiac B cells also possessed some ability in promoting cardiomyocyte proliferation in adult mice, the very limited cardiomyocyte self-renewal enhanced by B cells was not sufficient to restore the markedly impaired cardiac function caused by the inflammation injury in the myocardium and cardiac fibrosis facilitated by B cells. Thus, B cell depletion in adult mouse heart improves cardiac function post-MI mainly through attenuating tissue inflammation injury and inhibiting cardiac fibrosis.

**Fig. 2:**
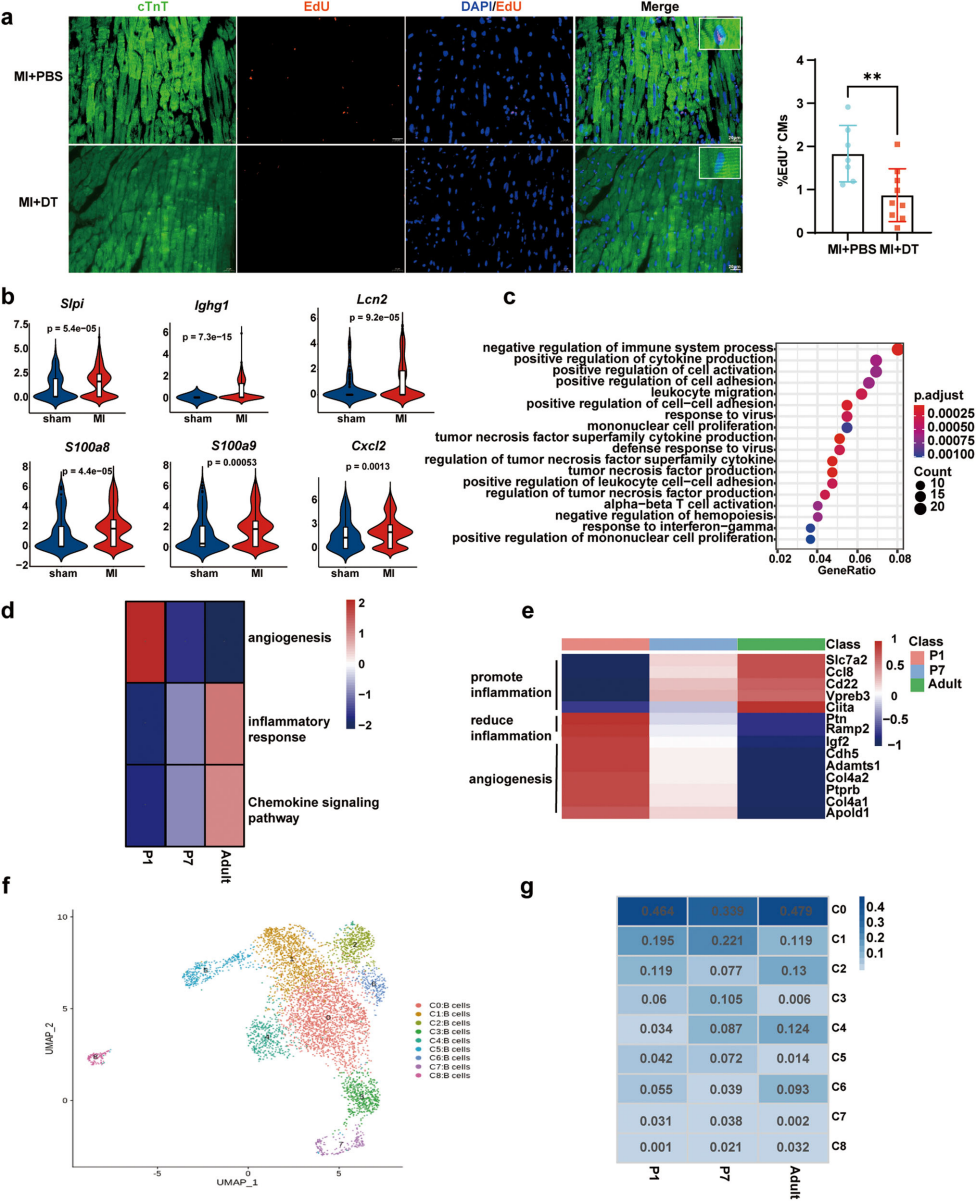
Murine neonatal cardiac B cells possess the greater ability to inhibit inflammatory responses and promote angiogenesis after cardiac injury. **a** Representative immunofluorescent staining images and quantification of EdU^+^ cardiomyocytes from myocardial tissues of adult CD19^DTR^ mice with DT or PBS administration at day 7 post-MI. Each symbol in quantification indicates one representative image from one heart section of one mouse (MI + PBS group, *n* = 7 mice; MI + DT group, *n* = 9 mice; mean ± SD; unpaired Student’s *t*-test). Scale bars, 20 μm. **b** Violin plots showing the expression scores of cell proliferation-associated genes (*Slpi*, *Ighg1*, *Lcn2*, *S100a8*, *S100a9*, and *Cxcl2*) in cardiac B cells from adult mice subjected to MI or sham operation (GSE163465). **c** GO enrichment analysis of DEGs in B cells from heart tissues at day 7 after AR operated on P1 and P7 mice. **d** Heatmap of DEGs enriched in angiogenesis, inflammatory responses, and chemokine signaling pathway of cardiac B cells prepared as in **c** and from adult mouse heart after MI (GSE163465). **e** Heatmap of top DEGs from cardiac B cells prepared as in **c** and from adult mouse heart after MI (GSE163465). **f** UMAP plots displaying B cell clusters in heart tissues prepared as in **c** and from adult mouse heart after MI (GSE163465). **g** Distribution of B cell proportions in each of the nine clusters from heart tissues prepared as in **c** and from adult mouse heart after MI (GSE163465). **p < 0.01.

To further elucidate the difference of B cell function in mice of different ages after myocardial injury, CD45^+^ cells isolated from heart tissues at day 7 after AR operated on the postnatal day 1 (P1) and 7 (P7) WT mice were applied to scRNA-Seq (Supplementary Fig. 3a). t-distributed stochastic neighbor embedding (t-SNE) plots showed 26 major cell populations in CD45^+^ cells of heart tissues from P1 and P7 WT mice (Supplementary Fig. 3b). 

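Leukocytes were enriched from the digested hearts with magnetic microbeads against CD45, the surface protein that marks them, and their mRNA was counted cell by cell in droplets. Libraries of 2 P1 and 2 P7 samples were used here, from hearts collected 7 days after AR, in which the apex of the heart is removed. The sample labels give an age of 8 days for the P1 mice and 15 days for the P7 mice, where day 7 after AR at P7 gives 14 days. Neither the labels nor the paper's text state whether the replicates came from separate animals or how many hearts each sample holds, so p-values measure only the spread between these samples. The values are unnormalized counts of unique molecular identifiers (UMIs), each standing for a captured mRNA molecule, which the authors made with Cell Ranger from reads aligned to GRCm38 by STAR. P1 replicates 1 and 2 held 28304 and 18271 barcodes with 190237822 and 152503796 UMIs. P7 replicates 1 and 2 held 25687 and 19598 barcodes with 161213868 and 146023335 UMIs. Barcodes with at least 200 detected genes and at most 20% of UMIs from mitochondrial genes were kept, and those marked as doublets by Scrublet were left out. This gave 20890, 14050, 20389 and 15000 cells in the same order. Cells of the 4 libraries were clustered together by Louvain's method on 30 principal components. Clusters were named from lists of marker genes, with "-like" in each name because it rests on transcripts alone. Cells of a library are not replicates, so UMI counts were summed per library and class. The sums were tested between 2 P1 and 2 P7 libraries with edgeR's quasi-likelihood test, and every fold change is P1 over P7. Expression is given as CPM (UMIs of a gene scaled to a common library total) after TMM normalization. Marker lists, gene lists, tests and the first set of alternative settings were fixed before the data were examined, whereas the thresholds for naming a cluster were set after the clusters had been seen.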

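B-cell-like cells, with Cd79a, Ms4a1, Cd19 and Pax5 among their leading genes, made up a smaller share of the P1 than of the P7 preparations. They were 407 of the cells kept in P1 replicate 1 and 350 in P1 replicate 2, shares of 1.95% (exact 95% binomial interval 1.77 to 2.14) and 2.49% (2.24 to 2.76). In P7 replicates 1 and 2 they were 2089 and 1564 cells, shares of 10.2% (9.83 to 10.7) and 10.4% (9.94 to 10.9). The mean share was 2.22% ± 0.384 in P1 and 10.3% ± 0.128 in P7 (SD, n = 2 libraries), with a two-sided exact permutation p = 0.333, the smallest that 2 libraries against 2 allow. Intervals here cover counting error only, and shares after CD45 enrichment also move with the other cells that passed it. Macrophage-like cells were 7.88% and 22.0% of the P1 replicates and 44.6% and 52.9% of the P7 replicates. With a cluster of 10 macrophage markers that was kept out of the class for its leading genes, they were 9.71% and 34.7% in P1 and 56.6% and 58.6% in P7. Monocyte-like cells were 5.86% and 19.4% in P1 and 4.08% and 4.56% in P7. Neutrophil-like cells were 2.35% and 13.0% in P1 and 9.91% and 4.67% in P7, and T-cell-like cells 0.905% and 1.83% in P1 and 2.67% and 1.98% in P7. P1 replicate 1 differed from the other libraries in the cells that CD45 enrichment is meant to remove. Endothelial-like cells were 44.4% of it against 8.26%, 4.57% and 4.07%, and fibroblast-like cells 13.9% against 1.72%, 2.29% and 1.34%. These cells count in the total and so lower the B-cell-like share most in P1 replicate 1. The closeness of the P1 shares and the size of their gap to P7 thus do not carry over to leukocytes alone. Shares among leukocytes alone were not computed. Haemoglobin transcripts were 17.3% of the UMIs of P1 replicate 1, against 0.412% in P1 replicate 2 and 0.221% and 0.0807% in the P7 replicates. Clusters in no named class held 6.62%, 26.5%, 16.4% and 10.6% of the cells of P1 replicates 1 and 2 and P7 replicates 1 and 2. Among these, a cluster that led with B cell genes and in which 14 neutrophil markers were also detected held 0.440%, 1.05%, 1.246% and 0.907%. A cluster with B cell genes in which 63.4% of barcodes had been marked as doublets held 0.105%, 0.157%, 0.324% and 0.207%.

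**Figure D1:**
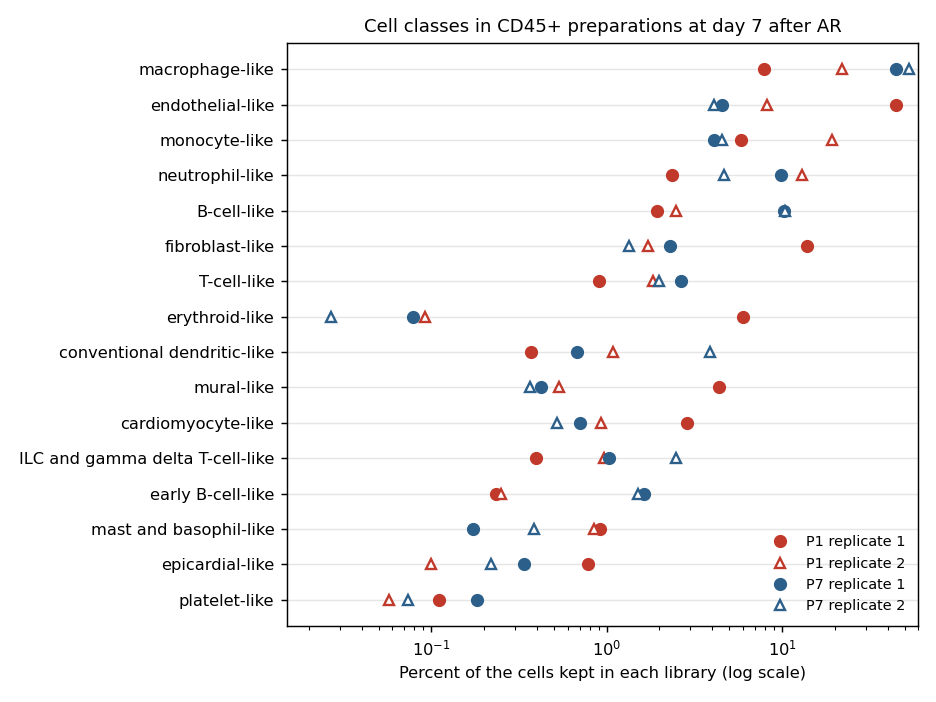
Share of each named cell class in percent of the cells kept (horizontal log axis) in the 4 CD45+ libraries, each point standing for a library. B-cell-like cells lie at 1.95% and 2.49% in P1 and at 10.2% and 10.4% in P7, and endothelial-like cells at 44.4% in P1 replicate 1.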

Gene Ontology (GO) analysis showed that the differentially expressed genes (DEGs) enriched in negative regulation of immune system process of B cells from P1 hearts, compared with that in P7 hearts of WT mice after AR (Fig. 2c). 

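Fcgr2b and Cd274, which encode the inhibitory Fc receptor of B cells and PD-L1, the ligand of the inhibitory receptor PD-1, were lower in P1 than in P7 B-cell-like cells. Fcgr2b (ENSMUSG00000026656, chromosome 1 of GRCm38, 170958617 to 170976547) had 34.5 ± 10.3 CPM in P1 and 107 ± 5.37 CPM in P7 (SD, n = 2 libraries), a log2 fold change of -1.63 (standard error 0.226, adjusted p = 0.0238 from edgeR's quasi-likelihood test). Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) had 35.6 ± 2.42 CPM in P1 and 91.9 ± 3.00 CPM in P7, a log2 fold change of -1.37 (standard error 0.194, adjusted p = 0.0244 from the same test). They were the members that passed among 53 measured genes of a list of 64 negative regulators of immunity, in which none was higher, 2 were lower and 51 did not pass in edgeR's test. Adjusted over the list alone, 1 was higher and 4 were lower. The higher gene was Cd200, the ligand of an inhibitory receptor on myeloid cells, with a log2 fold change of 1.43. Beside Fcgr2b and Cd274, the lower genes were the cytokine signaling inhibitor Socs3 (-1.68) and the mRNA-destabilizing Zfp36 (-0.76). At an unadjusted p under 0.05 the list had 7 higher and 9 lower members, and DESeq2 called 1 higher and 3 lower. As a set it had a median log2 fold change of -0.07, with an adjusted p = 0.566 from camera and an adjusted p = 0.620 with an estimated correlation. Here and below, that estimate rests on 2 libraries per age, which leaves this form of the test little power. Over all 10176 genes tested in B-cell-like cells, 10 were higher and 17 lower in P1 at an adjusted p under 0.05 from edgeR, and 1165 had an unadjusted p under 0.05. Of the 10 that rose, Stat4, a transducer of interleukin-12 signals, had a log2 fold change of 1.93 (adjusted p = 0.0143 from edgeR) and Dnase1l3, a secreted DNase, 1.95 (adjusted p = 0.0244 from edgeR). The cardiac myosin genes Myl2 and Myl3 were also among the 10, with larger rises, and are given under the other observations. Of the 17 that fell, Lifr, the receptor of leukemia inhibitory factor, had a log2 fold change of -3.14 (adjusted p = 0.0143 from edgeR), Gas7 -2.63 and the creatine kinase gene Ckb -2.44 (both adjusted p = 0.0034 from edgeR). The sums held 1198175 and 1377114 UMIs in P1 and 8704222 and 9966892 UMIs in P7. Without P1 replicate 1 no gene was called in edgeR (Fcgr2b at -1.36 with an adjusted p = 0.389, Cd274 at -1.45 with 0.358), with DESeq2 calling 69 genes over all libraries. Without P1 replicate 2 Fcgr2b (-1.97, 0.0632) and Cd274 (-1.31, 0.174) were not among 19 called, and 810 and 204 genes were called without P7 replicate 1 and without P7 replicate 2. Across the alternatives the adjusted p of the list from camera lay between 3.26e-05 and 0.799. It passed as lower in P1 with doublets kept (0.0392, and adjusted p = 0.362 with an estimated correlation). It passed as higher in P1 with the clusters of mixed markers added (3.26e-05, and adjusted p = 0.426 with an estimated correlation).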

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis found that the DEGs enriched in phagosome and lysosome of B cells in heart tissues of P1 mice post-AR (Supplementary Fig. 3c). These results reveal that the neonatal cardiac B cells in P1 mice display the higher capacity in inhibiting inflammatory responses and promoting clearance of cell debris after myocardial injury.

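No phagosome or lysosome gene was called higher in P1 than in P7 B-cell-like cells. The value was higher in P1 for 41 and lower for 50 phagosome genes, and higher for 36 and lower for 54 lysosome genes. Of 91 measured phagosome genes, none was higher and 1 was lower, the Fc receptor gene Fcgr2b, and 90 did not pass in edgeR's quasi-likelihood test. Adjusted over the list alone, none was higher and 2 were lower, Fcgr2b and Itgb1, which encodes an integrin chain of cell adhesion (ENSMUSG00000025809, chromosome 8 of GRCm38, 128685654 to 128733200). Itgb1 had 112 ± 6.11 CPM in P1 and 228 ± 55.5 CPM in P7 (SD, n = 2 libraries), a log2 fold change of -1.03 (standard error 0.208, adjusted p = 0.0903 from edgeR). At an unadjusted p under 0.05 the list had 2 higher and 9 lower members, and DESeq2 called none higher and 2 lower. Of 90 measured lysosome genes, none was higher or lower in edgeR's test. Of these 1 was higher and 11 lower at an unadjusted p under 0.05, and DESeq2 called 1 lower. Ctsc, which encodes the lysosomal protease cathepsin C, was the 1 gene lower when adjusted over the list alone. It had 110 ± 7.79 CPM in P1 and 212 ± 10.5 CPM in P7, a log2 fold change of -0.95 (standard error 0.175, adjusted p = 0.0619 from edgeR). The median log2 fold change was -0.07 for phagosome genes (adjusted p = 0.167 from camera, adjusted p = 0.620 with an estimated correlation) and -0.11 for lysosome genes (adjusted p = 0.163 from camera, adjusted p = 0.620 with an estimated correlation). Of 11 measured genes of MHC class II presentation none passed in edgeR's test, over all genes or adjusted over the list alone (1 higher at an unadjusted p under 0.05, none by DESeq2). Their median was 0.04, with an adjusted p = 0.875 from camera and an adjusted p = 0.925 with an estimated correlation. The direction of these 3 sets depended on how B cells were defined. In cells picked by a marker gate (at least 2 UMIs of Cd79a, Cd79b, Cd19 and Ms4a1 and none of Cd3d, Cd3e and Cd3g) the phagosome and lysosome medians were 0.24 and 0.20, higher in P1 with adjusted p = 0.0031 and 0.0012 from camera and an adjusted p = 0.713 with an estimated correlation for both. No member passed in edgeR's test of these cells, with 12 and 17 higher and 7 and 0 lower at an unadjusted p under 0.05 and 7 and 3 higher and 3 and 0 lower by DESeq2. The MHC class II set turned in these cells, at a median of -0.70, lower in P1 with an adjusted p = 7.57e-06 from camera and an adjusted p = 0.689 with an estimated correlation, and none of its members passed in edgeR's test (8 lower at an unadjusted p under 0.05, 4 lower by DESeq2). With the gate applied within the B-cell-like clusters its median was 0.06 (0.601, and adjusted p = 0.738 with an estimated correlation). With the clusters of mixed markers added the phagosome and lysosome medians were 0.26 and 0.27, with 5 and 6 members higher in edgeR's test and adjusted p = 0.443 and 0.426 with an estimated correlation. Of the gated cells, 50.1% and 34.6% lay in the B-cell-like clusters in P1 replicates 1 and 2, and 62.7% and 60.7% in P7 replicates 1 and 2. Over all alternatives the adjusted p from camera lay between 2.52e-05 and 0.620 for phagosome genes, between 1.32e-05 and 0.620 for lysosome genes and between 7.57e-06 and 0.971 for MHC class II genes.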

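Tnf, which encodes a pro-inflammatory cytokine, was higher in P1 than in P7 B-cell-like cells, and Gbp7 and Gbp3 were lower. Tnf (ENSMUSG00000024401, chromosome 17 of GRCm38, 35199381 to 35202007) had 27.0 ± 0.290 CPM in P1 and 8.98 ± 0.735 CPM in P7 (SD, n = 2 libraries), a log2 fold change of 1.59 (standard error 0.265, adjusted p = 0.0465 from edgeR's quasi-likelihood test). It was the member that passed among 40 measured genes of TNF and cytokine production, with none lower and 39 not passing in edgeR's test (3 higher and 2 lower adjusted over the list alone, 6 higher and 4 lower at an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2). This set had an adjusted p = 0.542 from camera and an adjusted p = 0.620 with an estimated correlation. Among 11 measured cytokines that B cells secrete, Tnf alone was higher and none was lower in edgeR's test (2 higher adjusted over the list alone). That set had a median log2 fold change of 0.27, higher in P1 with an adjusted p = 0.0183 from camera and an adjusted p = 0.513 with an estimated correlation. Gbp7 and Gbp3, guanylate-binding proteins induced by interferon gamma, had log2 fold changes of -1.77 (standard error 0.209, adjusted p = 0.0121 from edgeR) and -1.43 (standard error 0.240, adjusted p = 0.0465 from edgeR). They were the 2 genes that passed among 29 measured genes of the interferon gamma response, in edgeR's test and adjusted over the list alone (adjusted p = 0.0043 from camera, lower in P1, and adjusted p = 0.513 with an estimated correlation). Of 51 measured type I interferon and antiviral genes, none passed over all genes in edgeR's test, and 2 were higher and 11 lower adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 26 lower, and DESeq2 called 1 lower. Their median log2 fold change was -0.79 (adjusted p = 7.48e-12 from camera, lower in P1, and adjusted p = 0.513 with an estimated correlation), and -0.48 without P7 replicate 2. Without P1 replicate 1 and without P1 replicate 2 Tnf (adjusted p = 0.405 and 0.178 from edgeR), Gbp7 (0.358 and 0.100) and Gbp3 (0.405 and 0.235) were not called. Their log2 fold changes were then 1.57 and 1.59, -1.72 and -1.85, and -1.53 and -1.35. The cytokine set was lost without P1 replicate 1 (0.164) and without P7 replicate 1 (0.138), and the interferon gamma set without P1 replicate 2 (0.0555). Tnf was also not called with doublets kept (log2 fold change 0.80) or with the cycling B-cell-like cluster left out (0.53), in a range of 0.53 to 4.87 over the alternatives. From the GO and KEGG terms enriched among its DEGs (Fig. 2c and Supplementary Fig. 3c), the paper reasons that B cells of P1 hearts restrain inflammation and help to clear debris more than those of P7 hearts.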

The combined analysis of our scRNA-Seq data and previously reported scRNA-Seq data (GSE163465) found that the progressively increasing capacity in promoting inflammatory responses and chemokine signaling was showed in cardiac B cells from P1 mice to adult mice after myocardial injury, whereas the neonatal cardiac B cells of P1 mice displayed the highest levels of anti-inflammatory genes such as pleiotrophin (*Ptn*) and receptor activity modifying protein 2 (*Ramp2*) (Fig. 2d, e). 

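The P1 and P7 part of this comparison is given here, and the adult data were not analysed here. Of 40 measured genes of the inflammatory response, 1 was higher, none was lower and 39 did not pass in edgeR's quasi-likelihood test. Adjusted over the list alone, 3 were higher, namely Tnf, the inflammasome sensor Nlrp3 (log2 fold change 1.26, standard error 0.305) and the cytokine Il1b (0.76, standard error 0.209), and 1 was lower, the cytokine Il18 (-2.29, standard error 0.445). The set had a median log2 fold change of 0.31, higher in P1 with an adjusted p = 0.0487 from camera and an adjusted p = 0.522 with an estimated correlation. It was not called without P1 replicate 2 (adjusted p = 0.313 from camera) and was lower in P1 with doublets kept (0.0273, and adjusted p = 0.639 with an estimated correlation), in a range of 9.06e-13 to 0.522 over the alternatives. Of 26 measured chemokines and chemokine receptors, none passed over all genes in edgeR's test, 4 were higher and 6 lower at an unadjusted p under 0.05, and DESeq2 called none. Adjusted over the list alone 1 was lower, Cxcr4, the receptor that holds B cells in the bone marrow (93.9 ± 0.189 CPM in P1 and 170 ± 18.3 CPM in P7, SD, n = 2 libraries, log2 fold change -0.86), and none was higher. The chemokine set had an adjusted p = 0.566 from camera and an adjusted p = 0.620 with an estimated correlation, and was lower in P1 with doublets kept (3.89e-05, and adjusted p = 0.362 with an estimated correlation), in a range of 3.89e-05 to 0.888 over the alternatives.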

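Of the 5 genes that Fig. 2e groups as promoting inflammation, 3 were measured and none passed in edgeR's quasi-likelihood test, over all genes or adjusted over the list alone (1 lower at an unadjusted p under 0.05, none by DESeq2). The study chose the list on these samples, so it is not independent evidence (adjusted p = 0.373 from camera and adjusted p = 0.620 with an estimated correlation). Cd22 (ENSMUSG00000030577, chromosome 7 of GRCm38, 30865402 to 30880342), an inhibitory receptor of B cells, had 123 ± 13.9 CPM in P1 and 178 ± 30.4 CPM in P7 (SD, n = 2 libraries), a log2 fold change of -0.53 (standard error 0.194, adjusted p = 0.354 from edgeR). It was called without P7 replicate 1 (adjusted p = 0.0165). Ciita (chromosome 16, 10480059 to 10528418), the activator of MHC class II genes, had a log2 fold change of -0.43 (standard error 0.273, adjusted p = 0.573 from edgeR). Vpreb3 (chromosome 10, 75943057 to 75949657), a chaperone of the immature B cell receptor, had one of 0.23 (standard error 0.341, adjusted p = 0.821 from edgeR). After each cell was thinned to 1000 UMIs, 12.6% ± 0.0611 of P1 and 16.9% ± 2.54 of P7 B-cell-like cells had a UMI of Cd22. The chemokine gene Ccl8 (chromosome 11, 82115185 to 82116799) and the arginine transporter gene Slc7a2 (chromosome 8, 40862396 to 40922308) had 0 UMIs in both P1 sums. In the P7 sums Ccl8 had 15 and 34 UMIs and Slc7a2 had 2 and 27, and neither gene reached the count filter. The P7 sums were also deeper, with 8704222 and 9966892 UMIs in all against 1198175 and 1377114 in P1. Ccl8 was found in 0.282% ± 0.112 of P7 B-cell-like cells, 0.292% ± 0.157 of P7 T-cell-like cells and 4.59% ± 1.40 of P7 macrophage-like cells after thinning. Its share in B-cell-like cells was thus at the level of another lymphocyte class. Ramp2 (ENSMUSG00000001240, chromosome 11, 101246028 to 101259546), a subunit of the adrenomedullin receptor, had 10 and 3 UMIs in the P1 sums and 10 and 6 in the P7 sums, a log2 fold change of 2.53 (standard error 0.751, adjusted p = 0.262 from edgeR) and of 1.42 without P1 replicate 1. It was the 1 measured gene of the pair that Fig. 2e groups as reducing inflammation, not called over all genes in edgeR (higher when adjusted over the list alone, higher at an unadjusted p under 0.05, not called by DESeq2). Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220), a secreted growth factor, had 5 and 0 UMIs in P1 and 1 and 1 in P7, under the count filter. Ramp2 was found in 0.595% ± 0.616 of P1 B-cell-like, 0.653% ± 0.519 of P1 T-cell-like and 38.1% ± 1.76 of P1 endothelial-like cells. Ptn was found in 0.225% ± 0.318 of P1 B-cell-like, 0.0639% ± 0.0904 of P1 T-cell-like, 0.433% ± 0.599 of P1 neutrophil-like and 51.6% ± 13.2 of P1 fibroblast-like cells. Median depth before thinning was 2244 and 2913.5 UMIs in P1 B-cell-like cells and 2901 and 3814 UMIs in P1 T-cell-like cells of replicates 1 and 2.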

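Igf2 (ENSMUSG00000048583, chromosome 7 of GRCm38, 142650766 to 142666816), a fetal growth factor, had 12.1 ± 8.18 CPM in P1 and 1.68 ± 0.379 CPM in P7 B-cell-like cells (SD, n = 2 libraries). This is a log2 fold change of 2.84 (standard error 0.554, adjusted p = 0.0760 from edgeR's quasi-likelihood test). Col4a1 and Col4a2, adjoining genes of the collagen IV of vascular basement membrane (chromosome 8, 11198423 to 11312826 and 11312805 to 11449287), had log2 fold changes of 2.28 (standard error 0.602, adjusted p = 0.246 from edgeR) and 2.07 (standard error 0.819, adjusted p = 0.413 from edgeR). Cdh5 (chromosome 8, 104101625 to 104144511), the cadherin of endothelial junctions, had one of 1.15 (standard error 0.515, adjusted p = 0.436 from edgeR). Apold1 (chromosome 6, 134981718 to 134986836), an endothelial stress-response gene, had one of -0.66 (standard error 0.375, adjusted p = 0.529 from edgeR). Adamts1, a secreted protease, had 13 and 2 UMIs in P1 and 8 and 5 in P7. Ptprb, an endothelial phosphatase, had 7 and 2 UMIs in P1 and 5 and 7 in P7. Neither reached the count filter. The P7 sums were deeper, with 8704222 and 9966892 UMIs in all against 1198175 and 1377114 in P1. After thinning each cell to the same depth, Adamts1 was found in 0.731% ± 0.829 of P1 and 0.0622% ± 0.0214 of P7 B-cell-like cells. Ptprb was found in 0.290% ± 0.197 and 0.0802% ± 0.000244. Both mean shares were thus higher in P1, with an SD above the mean for Adamts1. Of these 7 genes, which Fig. 2e groups under angiogenesis, 5 were measured, 4 of them with a higher value in P1, and none passed in edgeR's test over all genes (4 higher at an unadjusted p under 0.05, 2 higher by DESeq2). The log2 fold change of Col4a2 turned to -0.72 without P1 replicate 1, with 1.58 CPM in P1 replicate 2 against 2.97 and 2.21 CPM in P7 replicates 1 and 2, and the others were then 1.89 for Igf2, 0.84 for Col4a1, 1.05 for Cdh5 and -1.38 for Apold1, none called. Adjusted over the list alone 2 were higher, which is not independent evidence because the study chose the list on these samples. The set was higher in P1 with an adjusted p = 0.0014 from camera and an adjusted p = 0.522 with an estimated correlation. It was not called without P1 replicate 1 (0.330), in a range of 2.74e-15 to 0.522 over the alternatives. Of 31 measured angiogenesis genes outside Fig. 2e, Adm was higher, none was lower and 30 did not pass in edgeR's test (3 higher adjusted over the list alone). That set had a median log2 fold change of 0.15, an adjusted p = 0.0067 from camera and an adjusted p = 0.521 with an estimated correlation. It was not called without P1 replicate 1 (0.389), P7 replicate 1 (0.125) or P7 replicate 2 (0.0739). With expected RNA of other cells subtracted it turned to lower in P1 over the 19 members still measured (0.0263, and adjusted p = 0.487 with an estimated correlation), in a range of 1.99e-07 to 0.521 over the alternatives. Adm (ENSMUSG00000030790, chromosome 7, 110627661 to 110629820) encodes adrenomedullin, a peptide that dilates vessels. It had 30.9 ± 4.18 CPM in P1 and 9.90 ± 1.23 CPM in P7, a log2 fold change of 1.64 (standard error 0.264, adjusted p = 0.0427 from edgeR), and was not called without P1 replicate 1 (1.76, 0.358), without P1 replicate 2 (1.49, 0.207) or with the cycling cluster left out (1.20, 0.153).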

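Most of these genes are markers of endothelial cells, whose RNA can reach other droplets, so the share of cells with a UMI was set beside that of T-cell-like and neutrophil-like cells of the same libraries. After thinning to 1000 UMIs per cell, Col4a1 was found in 2.26% ± 1.56 of P1 B-cell-like cells, 1.57% ± 1.27 of P1 T-cell-like cells, 2.32% ± 2.54 of P1 neutrophil-like cells and 80.5% ± 1.65 of P1 endothelial-like cells (SD, n = 2 libraries). In P7 B-cell-like cells its share was 0.474% ± 0.150. Igf2 was found in 1.71% ± 1.36 of P1 B-cell-like, 1.02% ± 0.908 of P1 T-cell-like, 1.07% ± 1.01 of P1 neutrophil-like and 39.0% ± 3.47 of P1 endothelial-like cells. Cdh5 was found in 0.655% ± 0.330 of P1 B-cell-like, 0.434% ± 0.613 of P1 T-cell-like and 62.2% ± 5.43 of P1 endothelial-like cells. For Col4a1, Igf2 and Adamts1 the share was higher in B-cell-like than in T-cell-like cells of both P1 replicates, with 3.36% against 2.47% and 1.16% against 0.672% for Col4a1. For Cdh5, Col4a2 and Apold1 it was higher in replicate 1, while 0 of 257 T-cell-like cells of replicate 2 had a UMI, which allows a share of up to 1.17% and leaves the direction there open. Ptprb was lower in B-cell-like cells of replicate 1 (0.429% against 0.927%) and Ramp2 in those of replicate 2 (0.159% against 0.287%). Over all 14 genes of Fig. 2e, the mean share in P1 was higher in B-cell-like than in T-cell-like cells for 10, and for 8 after thinning to 2000 UMIs. Among the 10 are the B cell genes Cd22 (12.6% against 0.169%), Vpreb3 (23.7% against 0.139%) and Ciita (2.01% against 0%). These say nothing on RNA of other cells. Among the 9 genes grouped under angiogenesis and reduced inflammation, Ramp2 and Ptprb had the lower mean share in B-cell-like cells. Cells with a UMI before thinning were compared by 18 two-sided Fisher's exact tests of 9 genes in these replicates, chosen after the shares had been seen. Without thinning, the lower depth of B-cell-like cells works against a higher share in them. Their medians were 2244 and 2913.5 UMIs in P1 replicates 1 and 2, against 2901 and 3814 in T-cell-like cells. The smallest p was 0.0417, for Cdh5 in replicate 2 (0.686 by the Benjamini-Hochberg method), with 0.0763 to 1 for the other tests. Cells under 1000 UMIs were left out, 20 and 13 B-cell-like and 16 and 16 T-cell-like cells of P1 replicates 1 and 2. All 10 measured endothelial markers had a higher value in P1 than in P7 B-cell-like cells, none called over all genes in edgeR's quasi-likelihood test (6 at an unadjusted p under 0.05, 2 by DESeq2, 5 adjusted over the list alone). Their median log2 fold change was 1.97, and 0.86 without P1 replicate 1, with an adjusted p = 3.81e-09 from camera and an adjusted p = 0.513 with an estimated correlation. RNA from other cells was estimated at 10.7% of UMIs in the B-cell-like sum of P1 replicate 1, 4.69% in P1 replicate 2, and 3.77% and 3.25% in P7 replicates 1 and 2. Subtracting it left 0 UMIs in every sum of Col4a1, Col4a2, Cdh5, Ramp2, Ptn, Adamts1 and Ptprb, 0 and 3 in P1 and 3 and 1 in P7 of Igf2, and 0 in both P1 sums against 92 and 119 in P7 of Apold1, which was called lower (adjusted p = 0.0315 from edgeR). The estimate is a median over markers of 5 other cell types. It was 2.99 times the ratio of endothelial markers alone in P1 replicate 1, equal to it in P1 replicate 2 and 0.582 and 0.349 times it in P7 replicates 1 and 2, so the subtraction by itself lowers endothelial genes more in P1 than in P7.

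**Figure D2:**
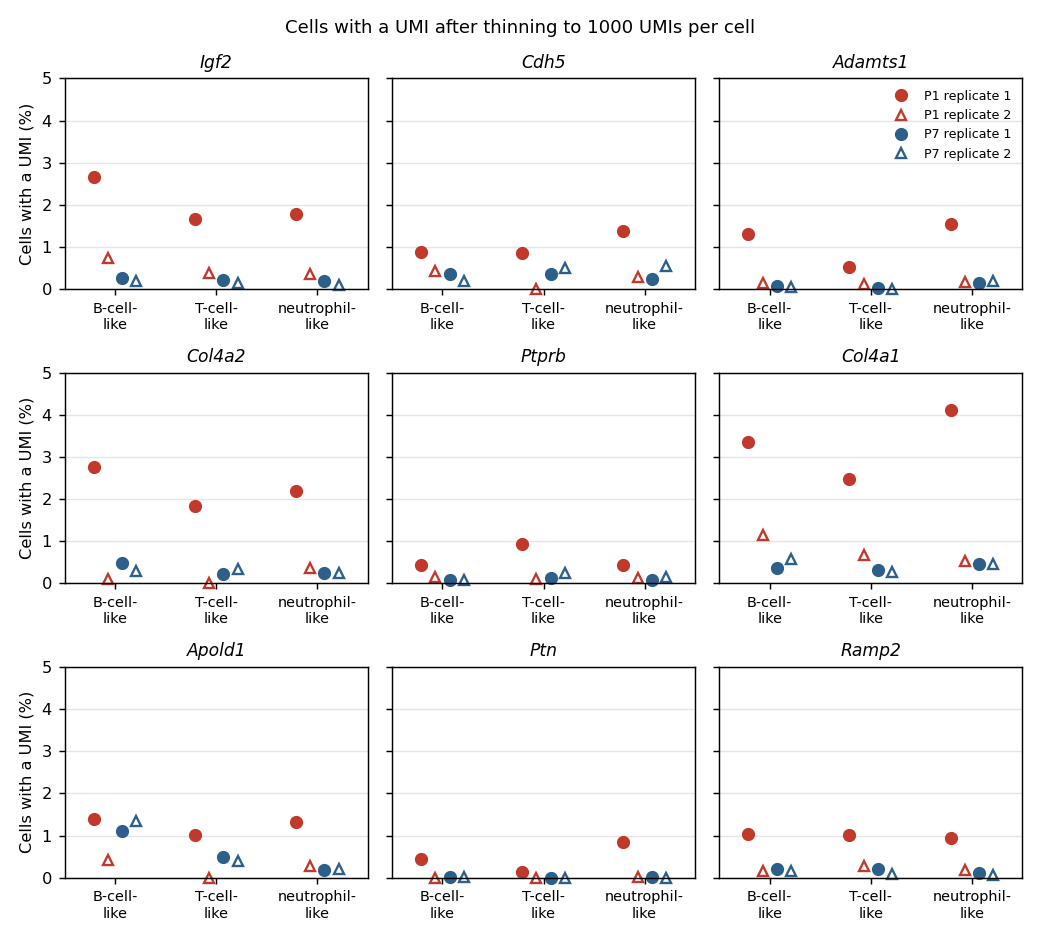
Percent of B-cell-like, T-cell-like and neutrophil-like cells with a UMI of 9 genes of Fig. 2e after thinning to 1000 UMIs per cell, each point standing for a library. P1 replicate 1 (filled red circles) has the highest share of Col4a1 in all 3 classes.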

The heatmap results also showed the highest ability in enhancing angiogenesis in P1 cardiac B cells compared with P7 and adult cardiac B cells (Fig. 2d, e). Furthermore, the heterogeneity of B cells from hearts of P1, P7, and adult mice (GSE163465) were depicted by uniform flow shape approximation and projection (UMAP) and 9 major B cell subsets were identified by signature genes (Fig. 2f and Supplementary Fig. 3d). 

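B-cell-like cells of the P1 and P7 hearts fell into 14 sub-clusters, which followed B cell maturation, activation and cycling and also the library. A sub-cluster with Vpreb3, Chchd10 and Cd24a, genes of immature B cells, held 21.1% of the B-cell-like cells of P1 replicate 2 and 18.4% of P7 replicate 1, but 0.737% and 0.895% of P1 replicate 1 and P7 replicate 2. The largest, of 778 cells with ribosomal protein genes and the lymphocyte GTPase gene Gimap3, held 46.3% of P1 replicate 2 and 27.7% of P7 replicate 1. Of 627 cells with the interferon-induced genes Stat1, Rnf213 and Ms4a4c, 521 came from P7 replicate 2. It also gave 99 of 102 cells with Jchain, Xbp1 and Sdc1, genes of antibody-secreting cells, and 403 of 455 cells with Ptpn22, Lifr and Itgb1. Of 359 cells that led with haemoglobin genes and Fabp4, 351 came from P1 replicate 1 and made up 86.2% of its B-cell-like cells. Cycling cells were 2.21% and 4.29% in P1 and 6.03% and 9.46% in P7. Another 103 cells led with Rag1, a gene of receptor rearrangement, and Il7r, the interleukin-7 receptor gene, 1 and 2 of them from P1. Smaller sub-clusters led with macrophage genes (150 cells), heat shock genes (106), neutrophil genes (37) or platelet genes (31). Of 16 measured genes of immature B cells, Lef1, a transcription factor of B cell precursors (ENSMUSG00000027985, chromosome 3 of GRCm38, 131110471 to 131224356), was higher in P1 and none was lower in edgeR's quasi-likelihood test, over all genes and adjusted over the list alone. Lef1 had a log2 fold change of 1.54 (standard error 0.254, adjusted p = 0.0455 from edgeR) and was not called without P1 replicate 1 (1.52, 0.405) or without P1 replicate 2 (1.54, 0.174). It fell to 0.55 (0.424) with early B-cell-like cells added and turned to -0.37 (0.558) with the marker gate, and was 1.61 (0.0343) with the gate applied within the B-cell-like clusters. In a joint fit with T-cell-like cells, Lef1 stood at 27.2 CPM in P1 B-cell-like and 417 CPM in P1 T-cell-like cells. RNA of T cells was not tested as its origin. The immature set had an adjusted p = 0.351 from camera and an adjusted p = 0.622 with an estimated correlation. It was called as higher in P1 without P7 replicate 1 (0.0066, and adjusted p = 0.621 with an estimated correlation) and turned to lower with the marker gate (9.08e-08, and adjusted p = 0.689 with an estimated correlation), in a range of 9.08e-08 to 0.993 over the alternatives. Of 21 measured genes of mature follicular and marginal zone B cells, none passed over all genes in edgeR's test (3 higher and 3 lower at an unadjusted p under 0.05, 1 higher by DESeq2, 1 higher adjusted over the list alone). The mature set had an adjusted p = 0.634 from camera and an adjusted p = 0.713 with an estimated correlation. It turned to lower in P1 with the gate (8.88e-09, and adjusted p = 0.689 with an estimated correlation) and with the clusters of mixed markers added (0.0171, and adjusted p = 0.426 with an estimated correlation), in a range of 8.88e-09 to 0.9899 over the alternatives. Adult cells, which the 9 subsets of the paper include, were not analysed here. Sub-clustering at resolutions of 0.5 and 1.5 in place of 1 gave 11 and 16 sub-clusters.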

We found that the proportion of cardioprotective B cell subset with high expression levels of S100 calcium-binding protein A6 (*S100a6*) and S100 calcium-binding protein A4 (*S100a4*) (cluster 1) were greatly decreased in adult mice (GSE163465), compared with P1 and P7 mice after cardiac damage (Fig. 2g). 

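S100a6 and S100a4, which encode calcium-binding proteins and lie near each other on chromosome 3 of GRCm38 (90612882 to 90624181 and 90603771 to 90606045), had lower values in P1 than in P7 B-cell-like cells. S100a6 (ENSMUSG00000001025) had 823 ± 324 CPM in P1 and 3136 ± 130 CPM in P7 (SD, n = 2 libraries), a log2 fold change of -1.93 (standard error 0.275, adjusted p = 0.0247 from edgeR's quasi-likelihood test). S100a4 (ENSMUSG00000001020) had 82.5 ± 58.4 CPM in P1 and 671 ± 18.3 CPM in P7, a log2 fold change of -3.02 (standard error 0.4997) that edgeR did not call (adjusted p = 0.1404) and DESeq2 called (adjusted p = 0.0078). After thinning to 1000 UMIs per cell, a UMI of both genes was found in 1.65% and 3.66% of B-cell-like cells of P1 replicates 1 and 2 and in 20.3% and 20.1% of those of P7 replicates 1 and 2. The means were 2.65% ± 1.42 in P1 and 20.2% ± 0.185 in P7 (two-sided exact permutation p = 0.333, the smallest possible with 2 against 2). In T-cell-like cells the shares were 1.91% and 4.86% in P1 and 1.17% and 1.53% in P7. The sub-cluster with the highest level of both genes, which also led with Tppp3, Zbtb32 and Lmna, held 0.737% and 5.71% of B-cell-like cells of P1 replicates 1 and 2 (exact 95% intervals 0.152 to 2.14 and 3.53 to 8.69). It held 20.9% and 2.56% of P7 replicates 1 and 2 (19.1 to 22.7 and 1.83 to 3.47). The mean was 3.23% ± 3.52 in P1 and 11.7% ± 12.9 in P7 (two-sided exact permutation p = 0.667), and without P7 replicate 1 the share in P1 was 0.668 percentage points above that in P7. A sub-cluster from P7 replicate 2 with Ptpn22 and Lifr, and the cycling one, also had high levels of the pair, with a mean of log-normalized counts of 2.28 and 2.51 against 3.01. Of 22 measured genes of B-1 and memory-like B cells, S100a6 was lower, none was higher and 21 did not pass in edgeR's test (2 higher and 7 lower adjusted over the list alone, 3 higher and 8 lower at an unadjusted p under 0.05, 3 lower by DESeq2). Their median log2 fold change was -0.38, with an adjusted p = 0.0024 from camera and an adjusted p = 0.513 with an estimated correlation. Of 9 measured S100 genes, 1 was lower and none was higher in edgeR's test (1 higher and 2 lower adjusted over the list alone, adjusted p = 0.149 from camera and adjusted p = 0.620 with an estimated correlation). The median log2 fold change of the S100 set was -0.02 with all libraries. It was 0.05 without P1 replicate 1 and 0.01 without P1 replicate 2, with 4 of 9 members lower in each. Without P7 replicate 1 it was 0.45 (2 of 8 lower) and without P7 replicate 2 -0.54 (8 of 9 lower), so the direction of the set rests on the libraries used. S100a6 was not called without P1 replicate 1 (-1.59, adjusted p = 0.418 from edgeR) or without P1 replicate 2 (-2.41, 0.0753). S100a4 was called without P1 replicate 2, P7 replicate 1 or P7 replicate 2. Each of these fits leaves an age with a lone library, so its p-value does not measure the spread within that age. With the marker gate in place of clusters the log2 fold changes fell to -0.52 for S100a6 and -0.21 for S100a4, and neither was called.

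**Figure D3:**
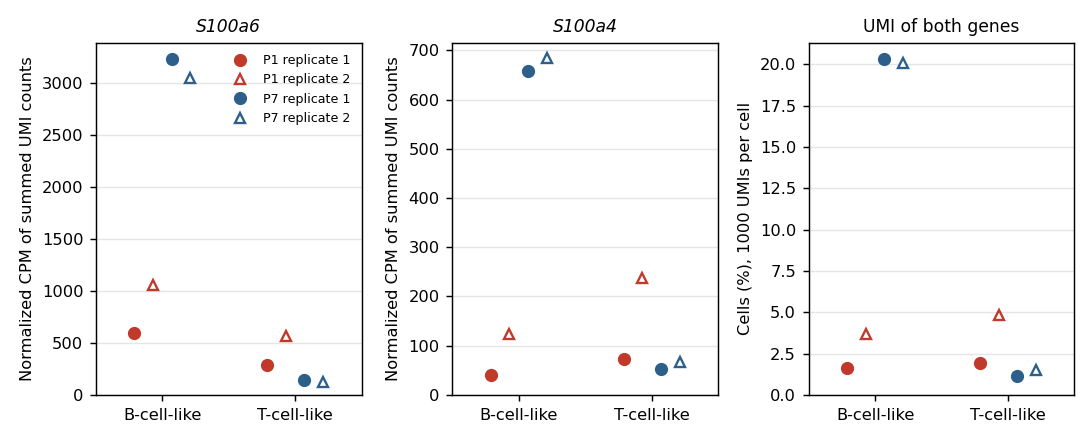
Normalized CPM of S100a6 and S100a4 in summed UMI counts and percent of cells with a UMI of both genes after thinning to 1000 UMIs, for B-cell-like and T-cell-like cells, each point standing for a library. In B-cell-like cells the share with both genes is 1.65% and 3.66% in P1 and 20.3% and 20.1% in P7.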

Previous studies have shown that S100A4 and S100A6 can attenuate tissue damage and reduce cardiomyocyte death after MI^15^. Thus, the decrease of cardioprotective B cell subsets in adult mouse heart also may be a pathogenic factor that adult B cells lead to the aggravated cardiac injury of adult mice post-MI.

Macrophages were first reported to affect myocardial regeneration, with depletion of neonatal mouse macrophages preventing heart regeneration after myocardial injury. Distinct cardiac macrophage populations derived from embryonic and adult lineages are important determinants of tissue repair and inflammation, respectively^3,16^. Researchers found that innate immunity alone was insufficient for neonatal heart regeneration and depletion of Treg cells also failed to complete heart regeneration following myocardial injury^17^. Our study further discovers that B cells, as a type of prominent acquired immune cells, possess a strong potential to inhibit inflammatory responses and promote angiogenesis in neonatal mice after cardiac injury. However, adult B cells display a more powerful pro-inflammatory and pro-fibrotic ability to exacerbate myocardial damage. Previous research showed that splenic marginal zone B lymphocytes and cardiac B lymphocytes of adult mice increased mobilization of inflammatory monocytes to the ischemic myocardium and promoted adverse post-ischemic cardiac remodeling^6,18^. Interestingly, other studies also indicated that IL-10-producing B cells enriched in adult murine pericardial adipose tissue could improve ventricular remodeling after MI by regulating monocyte migration^19,20^. Moreover, bone marrow-derived naive B lymphocytes were found to improve cardiac function after MI in adult mice^21^. These findings reveal the importance of B cell heterogeneity in ventricular remodeling outcomes post-MI. In addition to monocytes, B cells also influenced the function and number of other immune cells after cardiac injury. Adult B cell depletion inhibited the expansion of dendritic cells (DC) and T cells within pericardial adipose tissues, leading to reduced myeloid granulopoiesis and cardiac neutrophil infiltration through suppressing T cell-mediated IL-17 signaling 3 days after MI^7^. Previous research also found that adult splenic B cells were critical for liver regeneration after partial hepatectomy through secreting lymphotoxin β and mediating maintenance of IL-6-producing splenic CD169^+^ macrophages^22^. Whether neonatal cardiac B cells enhance heart regeneration by regulating the functions of other immune cells in the myocardium after myocardial injury requires further study.

In summary, our results demonstrate that cardiac B cells are required for heart regeneration in neonatal mice by promoting cardiomyocyte proliferation and injury repair. Our discovery also sheds new light on the indispensable and distinct roles of cardiac B cells and their subsets from neonatal or adult mouse heart in heart regeneration, tissue inflammation, and cardiac repair, which may provide a potential immune-based intervention strategy for cardiac recovery after heart damage.

## Methods

### Mice

Cd19-e(IRES-DTREGFP)2 mice were purchased from Shanghai Model Organisms Center Inc. The Cd19-e(IRES-DTREGFP)2 mice were generated with a transgene-driving expression of a fusion protein containing the DT receptor and the enhanced green fluorescent protein (EGFP) inserted into the *Cd19* stop codon. B cell depletion in Cd19-e(IRES-DTREGFP)2 mice was induced by intraperitoneal injection of DT (diluted in PBS, 25 ng/g body weight) three times every other day.

C57BL/6 WT mice were purchased from Shanghai JieSiJie Laboratory Animal Co., Ltd. All mice were bred and maintained in a specific pathogen-free facility with 12 h light/dark cycle and ad libitum access to standard mouse chow diet and water. All animal experiments were approved by the Scientific Investigation Committee of Tongji University in Shanghai and carried out in accordance with the Guide for the Care and Use of Laboratory Animals. All mice were euthanized by cervical dislocation after anaesthetization with an intraperitoneal injection of sodium pentobarbital (70 mg/kg body weight), and then heart tissues were dissected and detected after the operation.

### AR model of neonatal mice

The neonatal Cd19^DTR^ mice and WT control mice were subjected to anesthesia by freezing for 3–5 min, and then placed on the frozen operation table once breathing was steady. An intercostal incision was performed on the left sternal chest to expose the heart. A vacuum pump was extended into the chest cavity to suction out the heart, and then the apex was truncated with microsurgical scissors. After operation, air bubbles and blood were squeezed out of the thoracic cavity. Then mice were placed under a 37 °C heating pad to keep warm. Mice were placed back in their mothers when they woke up.

### MI model

Cd19^DTR^ mice at 2 days old were anesthetized on an ice bed. Adult Cd19^DTR^ and WT control mice (8–10 weeks old) were anesthetized by intraperitoneal injection of 1% pentobarbital sodium, and then the mouse trachea was connected to the ventilator. Subsequently, the heart was exposed and observed after lateral thoracotomy at the fourth intercostal space. A left anterior descending artery was ligated with nylon 8–0 monofilament suture (Ethicon). The rib cage and skin were closed with 5–0 and 4–0 nylon monofilament sutures respectively. Finally, mice were placed under a 37 °C heating pad to keep warm. Sham operation was performed equally involving thoracotomy, but mice did not undergo ligation of the artery.

### Masson’s trichrome staining

Masson’s trichrome staining was performed to determine collagen as reported^7^. Briefly, hearts were harvested and soaked overnight in 4% paraformaldehyde. The tissues were cut into 4 μm thick in the frozen slicer, then the slices were heated overnight at 37 °C, dewaxed, and then stained with Masson dye. Afterward, the slices were washed three times with distilled water and dehydrated with ethanol and xylene.

### Echocardiography

Cardiac function was determined by two-dimensional thoracic echocardiography using Vevo2100 (Visual Sonic VSI) and MS400 linear array transducer (38 MHz). Mice were exposed to isoflurane anesthesia during an examination. LVEF and LVFS were analyzed using Visual Sonic Vevo2100 software.

### EdU (5-ethynyl-2′-deoxyuridine) staining

Mice were injected intraperitoneally with EdU (Beyotime Biotechnology) 8 h prior to execution. Hearts were harvested and soaked overnight in 4% paraformaldehyde. The sections were cut into 4 μm thick in the frozen slicer, then the slices were permeabilized by 0.1% Triton X-100. These slices were incubated with EdU staining buffer containing click reaction buffer, CuSO4, click additive buffer, and Azide 594 for 30 min in the dark. Slices were mounted with a DAPI-containing medium and fluorescence was observed with an inverted fluorescence microscope (Leica).

### Immunostaining

Immunostaining was performed as described previously^7^. Briefly, these slices were blocked with 2% BSA, permeabilized with 0.1% Triton X-100 and then stained with the respective primary antibodies at 4 °C overnight. The following primary antibodies were used: cardiac troponin T2 (cTnT) (Abcam, ab115134, 1:100), α-actinin (Abcam, ab9465, 1:100), pH3 (Cell Signaling Technology, 9701, 1:100), Ki67 (Invitrogen, MA5-14520, 1:100). Alexa-Fluor-488- and Alexa-Fluor-594-conjugated secondary antibodies (Invitrogen, 1:200) were incubated at room temperature for 60 min in the dark.

### Publically available dataset

The following publically available dataset was used in this study.

Jin, K., et al. (GSE163465)^8^: scRNA-Seq data of two samples from the CD45^+^ immune cells in heart tissues of adult mice at day 0 and 7 after MI were downloaded from GEO and re-analyzed.

### Tissue dissociation and cell purification

Hearts were transported in a sterile culture dish with 10 ml 1 × Dulbecco’s Phosphate-Buffered Saline (DPBS, Thermo Fisher Scientific) on ice to remove the residual tissue storage solution, then minced on ice. The dissociation solution including 0.25% Trypsin (Thermo Fisher Scientific) and 10 μg/mL DNase I (Sigma) dissolved in PBS with 5% fetal bovine serum (FBS, Thermo Fisher Scientific) was used to digest heart tissues. Heart tissues were dissociated at 37 °C with a shaking speed of 50 rpm for about 40 min. The dissociated cells were repeatedly collected at intervals of 20 min to increase cell yield and viability. Cell suspensions were filtered using a 40 μm nylon cell strainer and red blood cells were removed by 1× red blood cell lysis solution (Thermo Fisher Scientific). Cell suspensions were incubated with anti-CD45 microbeads (Miltenyi Biotec) for 15 min at 4 °C, and isolated by a MACS separator. Then cells were washed with 1× DPBS containing 2% FBS. Cells were stained with 0.4% Trypan blue to check the viability on Countess II Automated Cell Counter (Thermo Fisher Scientific).

### scRNA-Seq and cell type annotations

The libraries were sequenced on NovaSeq6000 (Illumina) using 2 × 150 chemistry. scRNA-Seq data processing reads were processed using the Cell Ranger 2.1.0 pipeline with default and recommended parameters. FASTQs generated from Illumina sequencing output were aligned to the mouse genome, version GRCm38, using the STAR algorithm.

The clusters were visualized on a 2D map produced with t-distributed stochastic neighbor embedding (t-SNE). Cell types and subtypes were identified by nonlinear dimensional reduction. Cells were clustered using graph-based clustering of the PCA-reduced data with the Louvain Method. For sub-clustering, we applied the same procedure of scaled, dimensionality reduction, and clustering to the specific set of data (usually restricted to one type of cell). For each cluster, the Wilcoxon rank-sum test was used to find significant DEGs comparing the remaining clusters. Single R and known marker genes were used to identify cell types.

### Flow cytometry

To separate B cells from the heart, the heart was harvested and digested with a mixture of collagenase, DNAase and hyaluronidase. Heart tissues were dissociated at 37 °C for about 30 min. The dissociated cells were repeatedly collected at intervals of 10 min to increase cell yield and viability. Enzymatic action was stopped by adding 10% FBS and the dissociated cells were washed twice with PBS. After dissociation, the collected cell suspensions were passed through a 40 μm cell strainer. To separate B cells from the spleen, spleen tissues were ground into cell suspension by syringe. Then cell suspensions were passed through a 40 μm cell strainer. B cells in the blood were acquired from mouse orbital blood sampling. Then cell suspensions from the heart, spleen, and blood were incubated with red lysis buffer (eBioscience) for 5 min. Cells were subsequently stained with fluorochrome-conjugated antibodies against CD45 (Biolegend, 103106) and CD19 (Biolegend, 115512) in a dilution of 1:400 at room temperature for 30 min. The proportions of B cells in the heart, spleen, and blood were analyzed with CytoFlex S (Beckman Coulter).

### Quantitative PCR (Q-PCR)

Total RNA was extracted from heart tissues using the TRIzol reagent (Invitrogen). cDNAs were synthesized from total RNA by using PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa) and Q-PCR was performed on the QuantStudio 6 Flex System (Thermo Fisher Scientific) with the SYBR master mix (Toyobo) following the manufacturer’s instructions. The primers for the tested mouse genes were purchased from JIELI Biology (Shanghai, China) and their sequences are as follows: *Il1β*, 5′-GGTGTGTGACGTTCCCATTAGAC-3′ (forward), 5′-CATGGAGAATATCACTTGTTGGTTGA-3′ (reverse); *Il6*, 5′-TAGTCCTTCCTACCCCAATTTCC-3′ (forward), 5′-TTGGTCCTTAGCCACTCCTTC-3′ (reverse); *Fn1*, 5′-ATGTGGACCCCTCCTGATAGT’ (forward), 5′-GCCCAGTGATTTCAGCAAAGG-3′ (reverse); *Col1α1*, 5′-GCTCCTCTTAGGGGCCACT-3′ (forward), 5′-CCACGTCTCACCATTGGGG-3′ (reverse); *Ccl5*, 5′- GCTGCTTTGCCTACCTCTCC-3′ (forward), 5′-TCGAGTGACAAACACGACTGC-3′ (reverse); *Cxcl10*, 5′-CCAAGTGCTGCCGTCATTTTC-3′ (forward), 5′-GGCTCGCAGGGATGATTTCAA-3′ (reverse); *Gapdh*, 5′-AGGTCGGTGTGAACGGATTTG-3′ (forward), 5′-TGTAGACCATGTAGTTGAGGTCA-3′ (reverse).

### Statistical analysis

All numerical data are presented as means ± SD. Statistical analysis was performed using the unpaired student’s *t*-test with data from two groups; while data from more than two groups were performed using one-way ANOVA followed by Tukey’s method for multiple comparisons. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Single-cell RNA transcriptome data were available in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE205115. All processed data supporting the findings of this study are available within the article and its supplementary information file. The non-sequencing raw data and materials are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

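The data are droplet-based scRNA-Seq libraries of CD45+ cells from mouse hearts at day 7 after AR, 2 from mice operated on at P1 and 2 from mice operated on at P7. The paper's methods give digestion with trypsin and DNase, lysis of red blood cells and enrichment with anti-CD45 microbeads. Each deposited matrix holds counts of UMIs per gene and barcode for 1 library and 27998 genes, made by the authors with Cell Ranger and not normalized. The paper and the submitters' notes name Cell Ranger 2.1.0, the matrix headers name 6.1.2, and reads were aligned to GRCm38 with STAR. The smallest total of a barcode was 500 UMIs. Barcodes were taken by their column in the matrix, and gene IDs and symbols as listed beside it. Immunoglobulin and T cell receptor genes were not among the listed genes. The symbols Pclaf, Clec7a, Cxcl11, Mx2, Ifi209, Ifi213, Rian, Igj and Lilrb4 were not listed either. Some of these genes stand under another symbol, Igj as Jchain, Lilrb4 as Lilrb4a and Pclaf as 2810417H13Rik. The adult data that the paper combined with these were not analysed here.

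Barcodes needed at least 200 detected genes and at most 20% of UMIs from mitochondrial genes. Under 200 genes were 5535 and 845 barcodes of P1 replicates 1 and 2 and 1422 and 1177 of P7 replicates 1 and 2, and 2357, 3448, 4353 and 4059 had more than 20% mitochondrial UMIs. The barcodes that passed were 21320, 14448, 21149 and 15384, with medians of 5710, 6754.5, 5794 and 6813 UMIs and of 1958.5, 1967.5, 1839 and 2048 genes. Scrublet, run on each library with an expected rate of 0.008 per 1000 barcodes and its automatic threshold, marked 430, 398, 760 and 384 of these as doublets (2.02%, 2.75%, 3.59% and 2.50%), far under the expected 22.6%, 14.6%, 20.5% and 15.7%, so doublets remain among the cells kept. Mitochondrial genes took 7.41%, 11.7%, 12.3% and 12.9% of the UMIs of the libraries, and the ribosomal RNA-related gene Gm42418 took 2.62%, 8.90%, 8.31% and 16.3%.

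Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and a shared-neighbor graph of 20 neighbors (pruned at 1/15) were used for Louvain clustering at a resolution of 1, with seed 1, which gave 43 clusters. No cell filter, resolution or DEG threshold for P1 against P7 was found in the paper's text, which gives p < 0.05 as significant in general and a Wilcoxon rank-sum test for the DEGs of clusters. A cluster was named when at least 3 markers of a class were detected in 25% of its cells and 2-fold above the rest, when under 5 markers of another lineage were, when at most 25% of its barcodes had been marked as doublets, and when it held at least 10 cells. Its 10 leading genes also had to hold no more markers of another class than of its own, and at least 1 of its own where its cells had few UMIs. These naming thresholds were set after the clusters had been seen. They kept out of the macrophage class a cluster with 10 of its markers detected but none among its leading genes, which held Cadm1, a marker of conventional dendritic cells (1.82%, 12.7%, 11.9% and 5.71% of cells kept), and from the neutrophil class a cluster with monocyte markers (0.704%, 7.37%, 0.481% and 0.227%) and one of marked doublets (0.0957%, 0.256%, 0.216% and 0.0867%). A pair of clusters formed the B-cell-like class, the smaller of cycling cells (13, 15, 132 and 164 of the cells kept). Sub-clustering of B-cell-like cells repeated scaling, principal components and Louvain clustering at a resolution of 1.

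UMI counts of each class were summed per library. Genes passing filterByExpr were normalized by TMM and tested with edgeR's robust quasi-likelihood test between 2 P1 and 2 P7 libraries, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. The difference of the age effect between B-cell-like and T-cell-like cells was tested as an interaction with the library as a block. In all, 32 gene lists written from general knowledge stand for the GO and KEGG terms of the paper, since no GO or KEGG table was used here. They were tested with camera at a preset correlation of 0.01, and beside it with an estimated correlation and with fry, neither of which called any list. With 2 libraries per age the estimated form has little power. For type I interferon genes in neutrophil-like cells it gave an adjusted p = 0.855, where camera with the preset correlation gave 5.27e-89. A list that it does not call is therefore not shown to be unchanged. Shares were compared by exact permutation tests over the 6 splits of the libraries, with exact binomial 95% intervals, and 3 counts were taken as the limit that a count of 0 allows. Shares of cells with a UMI were averaged after thinning each cell to 1000 UMIs. The tests were checked on simulated counts at the depths of these libraries. Of 100 genes changed 2-fold and 100 changed 4-fold, edgeR called 21 and 88 in B-cell-like sums, with 10 of the unchanged genes called, and the interaction test called 3 and 29. The simulated dispersion, the spread between libraries beyond counting error, was 0.05. In the data it was fitted at 0.0352 in B-cell-like cells and 0.00998 in the interaction. The simulated counts of calls therefore do not carry over directly, least of all those of the interaction.

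Genes are named by a rule fixed with the lists. It takes every gene the paper names for its scRNA-Seq, the 10 largest rises and 10 largest falls in B-cell-like cells among genes called, separated between the ages and with a mean of at least 20 counts in the higher age, up to 4 members of each list with the smallest adjusted p, and the 5 largest rises and falls in the other comparisons. Coordinates come from the GENCODE annotation of GRCm38, matched by Ensembl ID for 141 of 141 genes. Alternatives fixed with the tests were library size in place of TMM, every gene with at least 1 count, each library left out in turn, cells with at least 500 genes and at most 10% mitochondrial UMIs, doublets kept, the replicate number as a block, DESeq2, a marker gate in place of clusters, Leiden clustering, sub-clustering resolutions of 0.5 and 1.5 and thinning to 2000 UMIs. Added later were early B-cell-like cells joined to the class, the B cell clusters of mixed markers or marked doublets joined to it, its cycling cluster left out, expected RNA of other cells subtracted, the gate within the B-cell-like clusters, and the cluster near the macrophage class joined to it. Leaving out 1 library leaves an age with a lone sample, which the fit takes to vary like the other age. With 2 libraries per age no other splits of the samples were tested.

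Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.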

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

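The tests of the interferon genes below were chosen only after their values had been seen, and the gate within the B-cell-like clusters was added later as an alternative, while the tests of the Fig. 2e genes were set beforehand.

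The age difference in B-cell-like cells departed from that in T-cell-like cells of the same libraries for 30 of 8718 genes, 8 with a more positive and 22 with a more negative value in B-cell-like cells (edgeR's quasi-likelihood test of the interaction, 776 at an unadjusted p under 0.05, 11 by DESeq2). The genes below are listed because this difference between the groups was itself tested. S100a4 stood at -4.39 on the log2 scale (standard error 0.253, adjusted p = 2.86e-12 from edgeR), with -3.02 in B-cell-like and 1.42 in T-cell-like cells, and S100a6 at -3.58 (standard error 0.236, adjusted p = 3.87e-11 from edgeR), with -1.93 and 1.67. In T-cell-like cells these genes stood at 28.9% and 20.8% of their CPM over all cells, and S100a4 is a leading gene of a monocyte-like cluster. The GTPase activator gene Tbc1d4 stood at -3.48, Plbd1 at -3.29 and the creatine kinase gene Ckb at -3.23. In the other direction were Klk8 at 1.96, Lef1, a transcription factor that both lymphocyte lineages use while they mature, at 1.82, Zfpm1 at 1.80, Nr4a2 at 1.72 and Lck at 1.60. In P1, Klk8, Lef1 and Lck stood at 9.82, 27.2 and 13.1 CPM in B-cell-like and 227, 417 and 173 CPM in T-cell-like cells. Nr4a2 was also higher in T-cell-like cells, and Zfpm1 was higher in B-cell-like cells. RNA of T cells in B-cell-like barcodes was not tested as an origin of these differences. Without P1 replicate 1 Plbd1 (adjusted p = 0.160 from edgeR), Zfpm1 (0.0925) and Lck (0.0669) were not called, and without P1 replicate 2 Klk8 (0.254), Zfpm1 (0.102) and Lck (0.131) were not. Of 22 B-1 and memory-like genes in this test of the difference, 7 had a more negative value in B-cell-like cells and none a more positive one. Of 8 neutrophil markers 3 were also more negative and none more positive, Ngp at -3.17, Lcn2 at -2.14 (adjusted p = 0.0396 from edgeR) and Camp at -2.11, and RNA of neutrophils was not tested as the origin of these differences. In T-cell-like cells alone 4 of 18 measured members of that list were higher in P1 and none lower in edgeR's test (10 higher adjusted over the list alone, adjusted p = 4.98e-10 from camera and adjusted p = 0.376 with an estimated correlation).

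Neutrophil-like and T-cell-like cells, on whose genes the paper does not report for these libraries, also changed with age, which is why the following are listed. In neutrophil-like cells 4 of 8679 genes were higher and 14 lower in P1 (edgeR, 638 at an unadjusted p under 0.05, 74 by DESeq2). The matrix proteoglycan gene Vcan had a log2 fold change of 5.70, the ion transporter gene Slc12a2 4.03, Smpdl3b 3.34 and the cytokine gene Mif 2.59, and the antiviral genes had falls, with Ifit3 at -6.38, Ifit3b -5.71, Ifit1 -5.53, Ifit2 -5.29 and Oas1g -4.93. Vcan is also a marker of monocytes, Slc12a2 and Smpdl3b are leading genes of monocyte-like clusters, and the 3 stood at 3.36%, 8.81% and 31.6% of their CPM over all cells. RNA or cells of monocytes, a class that was 5.86% and 19.4% of the P1 and 4.08% and 4.56% of the P7 libraries, were not tested as their origin. Without P7 replicate 2 only 4 genes were called, Ifit1, Ifit3 and Ifit3b among them. Without P1 replicate 1, P1 replicate 2 and P7 replicate 1 in turn, 211, 175 and 43 genes were called, and the 4 rises were lost without P7 replicate 1. A cluster with Il1r2, G0s2 and Cxcr2, genes of mature neutrophils, held 279 and 1083 cells of the P1 replicates and 571 and 341 of the P7 replicates, and one with Ltf, Ngp and Camp, granule genes of immature neutrophils, held 211 and 743 in P1 and 1449 and 359 in P7. The mix of these clusters was not tested between ages. In T-cell-like cells 20 of 7299 genes were higher and 21 lower (edgeR, 772 at an unadjusted p under 0.05, 16 by DESeq2). Ifitm1 had a log2 fold change of 3.58, the galectin gene Lgals3 2.24, and the cardiomyocyte genes Fabp3 2.79, Myl3 2.65 and Tnnt2 1.93. Ifitm1 is also a leading gene of a neutrophil-like cluster, and Ifitm1 and Lgals3 stood at 5.87% and 11.5% of their CPM over all cells. The neutrophil markers Lcn2, S100a8 and S100a9 had values of 1.97 (standard error 1.72), 1.15 (1.04) and 1.18 (1.27) in the same sums, none called in edgeR, and RNA of neutrophils was not tested as the origin. The antiviral genes Ifit3, Rsad2 and Ifit1bl1 had -4.14, -3.52 and -2.78, Slc15a2 had -2.56 and the proteasome activator gene Psme2b -2.53. Fabp3 was not called without P1 replicate 1, Ifit1bl1, Lgals3 and Psme2b not without P1 replicate 2, Lgals3 not without P7 replicate 1, and Ifit1bl1, Psme2b, Rsad2 and Tnnt2 not without P7 replicate 2, with 67, 79, 353 and 28 genes called in these fits.

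The 9 genes that Fig. 2e groups under angiogenesis and reduced inflammation had a median log2 fold change of 2.17 in B-cell-like cells over the 6 fitted, and a candidate explanation is RNA of endothelial cells and fibroblasts, which CD45 enrichment is meant to remove and which still made up 44.4% and 13.9% of the cells of P1 replicate 1. In the P1 libraries the median log2 ratio of B-cell-like over T-cell-like cells was 0.25 for these genes and -0.05 for 20 other markers of the 2 cell types, a difference of 0.302 (standard error 0.406), under the bound of 1 that would have spoken against it. Fabp4, the most abundant of these markers, had 243 ± 161 CPM in P1 and 59.8 ± 50.7 CPM in P7 B-cell-like cells (SD, n = 2 libraries), and without P1 replicate 1, which held the most endothelial-like cells, the median over the fitted genes was 0.944. Ccl8 and Slc7a2 may come from macrophages in the same way, since their ratios in P7 lay within 0.424 of the median of the macrophage markers (Ccl8 at -0.424), with C1qa at 73.4 ± 15.7 CPM in P7 B-cell-like cells. Expression in B cells and an effect of age remain open and were not tested apart from this.

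Phagosome and lysosome genes were higher in P1 by camera when B cells were picked by the marker gate, though not with an estimated correlation (adjusted p = 0.713 for both), and cells outside the B-cell-like clusters may explain it. No member passed in edgeR's test of the gated cells (12 and 17 higher at an unadjusted p under 0.05, 7 and 3 higher by DESeq2). With the gate applied within those clusters the median log2 fold change of the phagosome list went from 0.241 to -0.0202 and that of the lysosome list from 0.199 to -0.0939. Of the gated cells of P1 replicates 1 and 2 and P7 replicates 1 and 2, 21.2%, 40.5%, 14.6% and 9.52% lay in clusters with no class and 9.64%, 10.3%, 9.83% and 15.1% in macrophage-like clusters. Whether these are B cells that the clusters missed, doublets or barcodes with free RNA was not tested.

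Type I interferon genes were lower in P1 in all 4 classes by camera, though not with an estimated correlation, with medians of -0.79 in B-cell-like, -1.06 in macrophage-like, -1.77 in neutrophil-like and -0.94 in T-cell-like cells, and 36 of the 45 members measured in each class had a lower value in all of them. RNA of other cells is argued against as the whole of the fall in neutrophil-like cells. It would leave each member under its CPM over all cells. Of the 52 measured members, 30 stood above that level in both P7 libraries by more than 2 counting standard errors, 9 of the 13 called members among them. For the other 22, at a median of 87.0% of their CPM over all cells (3.64% for Ms4a6b), this explanation stays open, as only 7 lay below 100% in both P7 libraries by more than 2 counting standard errors. RNA of other cells was not tested in B-cell-like, T-cell-like and macrophage-like cells, where it stays open as well. A difference of P7 replicate 2 alone is argued against as the whole of the pattern, since it would leave a median near 0 without that library, and the medians were -0.48 in B-cell-like, -0.66 in macrophage-like, -1.31 in neutrophil-like and -0.76 in T-cell-like cells, with 30 of 37, 52 of 56, 44 of 52 and 40 of 44 members lower. Each lay below 0 by more than 2 standard errors, taken over genes, which are not independent replicates. That this library adds to the pattern stays open, as the median in neutrophil-like cells without it was 73.7% of its size with all libraries. An effect of age stays open and was not tested apart from the difference between these libraries.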

How the results depend on the processing

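The alternatives that add early B-cell-like cells or clusters of mixed markers, leave out the cycling cluster, subtract expected RNA of other cells, apply the gate within the B-cell-like clusters, or add the cluster near the macrophage class were chosen after the data had been seen, as were leaving out libraries for the shares and estimating the correlation under each alternative.

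The lower share of B-cell-like cells in P1 kept its direction under these alternatives, with a difference of -8.12 percentage points, -8.26 with the stricter cell filter, -8.10 with doublets kept, -10.7 with the marker gate, -7.69 with Leiden clustering and -8.39 to -7.85 with a library left out. All of them count the cells that CD45 enrichment is meant to remove in the total. Their narrow range therefore does not carry over to leukocytes alone. Shares among leukocytes alone were not computed. The difference in the S100a6 and S100a4 high sub-cluster, -8.49, was -9.69 and -7.77 at resolutions of 0.5 and 1.5 and -9.13 with doublets kept, but ranged from -17.6 to 0.668 with a library left out, 0.668 being the value without P7 replicate 1, which held most of that sub-cluster.

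The 27 genes called in B-cell-like cells became 77 with library size alone, 414 with every gene with at least 1 count, 49 with doublets kept, 69 with DESeq2, 13 with early B-cell-like cells added, 242 with mixed clusters added, 45 with the cycling cluster left out and 0 with the marker gate, and 0 to 810 with a library left out. All 27 were kept with library size alone, with every gene with at least 1 count and without either P7 replicate, 26 with DESeq2, 13 with early B-cell-like cells and 17 with mixed clusters. The gate turned Lef1 (-0.37), Sema4a (0.31), Ckb (0.0764) and Rab31 (0.12) around, and the mixed clusters Sema4a (0.38). Over the named genes of all comparisons, 1845 values under alternatives were counted as the same, 202 passed newly, 145 no longer passed and 7 were counted as turned. The 7 do not hold every change of sign. Col4a2 and Col3a1, for example, turned without P1 replicate 1 while called in neither fit.

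Of the gene lists, 14 were called with the preset correlation, 0 with an estimated correlation, 0 with fry and 11 to 18 with a library left out. With an estimated correlation no list was called under any of the 15 alternatives fitted with edgeR (smallest adjusted p = 0.336). That form of the test has little power with 2 libraries per age, so it does not show the lists to be unchanged. The camera test changed direction for macrophage markers without P7 replicate 1 (adjusted p = 0.813), with the gate (0.889), with mixed clusters (1.08e-04) and with expected RNA of other cells subtracted (0.0814), for the Fig. 2b secreted genes (0.0410) and neutrophil markers (2.49e-07) without P7 replicate 2, for the inflammatory response with doublets kept (0.0273) and the cycling cluster left out (0.117), and for angiogenesis outside Fig. 2e with RNA of other cells subtracted (0.0263). With a library left out, the adjusted p ranged from 0.0024 to 0.813 for macrophage markers, from 0.0049 to 0.977 for the Fig. 2b genes and from 1.70e-07 to 0.429 for neutrophil markers. The gate turned negative regulators (0.191), interferon gamma response (0.774), MHC class II (7.57e-06), phagosome (0.0031), lysosome (0.0012), immature (9.08e-08) and mature B cell genes (8.88e-09). Mixed clusters turned negative regulators (3.26e-05), interferon gamma response (0.732), MHC class II (0.143), phagosome (2.52e-05), lysosome (1.32e-05) and mature B cell genes (0.0171). Apart from the gate, where the cells outside the B-cell-like clusters were tested, the cause was not tested.

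In macrophage-like cells the count of 0 became 90 with every gene with at least 1 count and 142 with DESeq2 (0 to 263 with a library left out), and it stayed 0 in edgeR with the cluster near the class added (1370 at an unadjusted p under 0.05, 173 by DESeq2). In neutrophil-like cells 18 became 33 with library size alone, 172 with every gene with at least 1 count and 74 with DESeq2 (4 to 211). In T-cell-like cells 41 became 97 with every gene with at least 1 count, 16 with DESeq2 and 329 with the gate (28 to 353). For the difference between B-cell-like and T-cell-like cells 30 became 86 with library size alone, 87 with every gene with at least 1 count, 115 with the stricter cell filter, 49 with doublets kept, 11 with DESeq2 and 201 with the gate (28 to 236), and the gate turned Tbc1d4 (0.0915) and Cxcl2 (-1.14). The cause was not tested.

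With the replicate number as a block, 56 genes were called in B-cell-like, 0 in macrophage-like and 106 in neutrophil-like cells. The numbers are not known to pair the samples: deviations of P1 and P7 replicates from their means correlated across genes, which are not independent replicates, by 0.0389, -0.0548, 0.0568 and -0.0144 in B-cell-like, macrophage-like, neutrophil-like and T-cell-like cells.

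The alternative that keeps only cells without any UMI of 13 genes of other lineages was not run, because it left no cell of P1 replicate 1. Small changes can be missed, as 21 of 100 simulated 2-fold changes were called in B-cell-like sums. The deeper macrophage-like sums also gave 21 of 100, so depth alone does not set this limit. The genes of Fig. 2e with under 50 UMIs per sum are limited further by their low counts.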

Differences from the paper's values

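The settings below were fixed before the data were examined, except those named as chosen later.

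Clustering of the barcodes that passed the cell filter gave 43 clusters, where the paper's value is 26 major populations of CD45+ cells. Leiden clustering in place of Louvain's method gave 44 and differs from the paper's value too. The measures are not alike, since the clusters here include endothelial-like, fibroblast-like and other cells that CD45 enrichment is meant to remove. They also include clusters of mixed markers or marked doublets and a cluster of 1 cell. The paper's text names no resolution.

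Sub-clustering of B-cell-like cells gave 14 sub-clusters, where the paper's value is 9 subsets, found with adult cells that were not analysed here. At a resolution of 0.5 the number was 11, which does not differ by the rule used (more than 1.5 times), while 16 at a resolution of 1.5 and 14 with doublets kept do.

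The sub-cluster highest in S100a6 and S100a4 held 3.23% ± 3.52 (SD, n = 2 libraries) of P1 B-cell-like cells, where the paper's value for P1 is about 20% in Fig. 2g, read by eye. The groupings are not alike, since the paper's cluster comes from B cells sub-clustered together with adult cells, and here 351 of the 407 B-cell-like cells of P1 replicate 1 fell in a sub-cluster that led with haemoglobin genes, which left 0.737% of them in this one, against 5.71% in P1 replicate 2. The alternatives gave 4.19% at a resolution of 0.5, 2% at 1.5, 2.71% with doublets kept and 2.65% for cells with a UMI of both genes after thinning, and all differ. For P7 the value here, 11.7% ± 12.9, lies below the paper's about 22% in Fig. 2g, read by eye, by more than 1.5 times but by less than the SD between replicates. At a resolution of 1.5 the value was 9.77% ± 11.9, below it by more than both, and cells with a UMI of both genes made up 20.2% of P7 B-cell-like cells.

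The paper's methods name a Wilcoxon rank-sum test of each cluster against the remaining clusters, and its statistics give p < 0.05 as significant in general, with no test or threshold named for P1 against P7 in particular, where libraries were the replicates here. The paper reports negative regulation of immune processes, phagosome and lysosome terms among the DEGs of P1 B cells. Here none of the 53, 91 and 90 measured genes of the lists standing for these terms was higher in P1 in edgeR's quasi-likelihood test (7, 2 and 1 at an unadjusted p under 0.05, 1, 0 and 0 by DESeq2), and the called members, Fcgr2b and Cd274, were lower. The marker gate reaches higher values in P1 for the phagosome and lysosome lists (adjusted p = 0.0031 and 0.0012 from camera, not called with an estimated correlation), and the clusters of mixed markers, added after the values had been seen, reach them for all 3 lists, again not with an estimated correlation, with 7, 5 and 6 members higher in edgeR's test, keeping 17 of the 27 genes called here.

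The paper places P1 B cells below P7 B cells in promoting inflammation. Of the 5 genes in that group of Fig. 2e, Cd22, Ciita, Ccl8 and Slc7a2 had lower values in P1 here, and Vpreb3 had a log2 fold change of 0.23 (standard error 0.341). Ccl8 and Slc7a2 had 0 UMIs in P1 and lay under the count filter. Slc7a2 had 2 and 27 UMIs in P7 replicates 1 and 2, so its lower value rests on P7 replicate 2. Of the 40 measured inflammatory response genes 23 had a higher value in P1, with Tnf called, and the set was lower in P1 with doublets kept (adjusted p = 0.0273 from camera, not called with an estimated correlation). The paper places angiogenesis genes highest in P1 B cells. Of the 5 measured here, Igf2, Col4a1, Col4a2 and Cdh5 had higher values in P1 and Apold1 a log2 fold change of -0.66 (standard error 0.375), and DESeq2 called Igf2 (adjusted p = 0.0128) and Col4a1 (adjusted p = 0.0418), which edgeR did not. Ramp2 had a log2 fold change of 2.53, higher in P1 as in the paper, and Ptn 5 and 0 UMIs in P1 and 1 and 1 in P7, so that its higher value is that of P1 replicate 1 alone. Col4a2 turned to -0.72 without P1 replicate 1, where Igf2 was 1.89, Col4a1 0.84, Cdh5 1.05, Ramp2 1.42 and Apold1 -1.38.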

Other observations

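The values of cardiomyocyte genes across classes were set side by side only after they had been seen, and no further explanation was tested in this part.

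Of 5 measured imprinted growth genes, 4 had a higher value in P1 B-cell-like cells and none passed over all genes in edgeR's quasi-likelihood test (4 higher adjusted over the list alone, 4 at an unadjusted p under 0.05, 3 by DESeq2). Beside Igf2 these were the non-coding H19, with a log2 fold change of 3.91 (standard error 0.880), Mest with 3.59 (standard error 0.846) and the cell cycle inhibitor Cdkn1c with 1.73 (standard error 0.611), at a median of 2.84 for the set (adjusted p = 1.11e-05 from camera, adjusted p = 0.513 with an estimated correlation). These values rest largely on P1 replicate 1, as H19 had 27 and 3 UMIs and Mest 25 and 6 in P1 replicates 1 and 2, and without it they were 1.61 for H19, 2.23 for Mest, 1.89 for Igf2 and 1.47 for Cdkn1c. Igf2, H19 and Mest are also among the leading genes of endothelial-like clusters, whose markers had a median of 1.97 in B-cell-like cells (0.86 without P1 replicate 1). Of 3 measured genes of fetal lymphopoiesis none passed over all genes, and Igf2bp3, an RNA-binding protein of fetal B cell precursors, was the 1 higher gene when adjusted over the list alone, with 56.8 ± 5.54 CPM in P1 and 31.3 ± 0.250 CPM in P7 (SD, n = 2 libraries, 1 at an unadjusted p under 0.05, none by DESeq2, adjusted p = 0.0126 from camera, adjusted p = 0.513 with an estimated correlation). That set was not called without P1 replicate 2 (0.104) or without P7 replicate 1 (0.137).

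Of 32 measured cell cycle genes 31 had a lower value in P1 B-cell-like cells, at a median log2 fold change of -0.65. None was called over all genes in edgeR or adjusted over the list alone, 11 were lower at an unadjusted p under 0.05 and DESeq2 called 1 lower (adjusted p = 1.32e-08 from camera, adjusted p = 0.620 with an estimated correlation). Jchain, which joins the chains of secreted antibodies and was the only measured gene of the immunoglobulin list, had 5 and 4 UMIs in P1 and 398 and 22958 in P7 replicates 1 and 2 (log2 fold change -8.38, standard error 3.52, adjusted p = 0.559 from edgeR, 1 lower by DESeq2), so 1 library held nearly all of its UMIs.

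Transcripts of heart muscle were found in the lymphocytes, more in P1. Myl2 and Myl3, light chains of cardiac myosin, had log2 fold changes of 2.78 (standard error 0.241, adjusted p = 0.0034 from edgeR) and 2.48 (standard error 0.323, adjusted p = 0.0164 from edgeR) in B-cell-like cells. They were the 2 called among 11 measured cardiomyocyte markers, with 4 higher adjusted over the list alone and a median of 1.18 (adjusted p = 1.26e-13 from camera, adjusted p = 0.513 with an estimated correlation). Medians were 1.46 in T-cell-like and 1.65 in neutrophil-like cells. Without P1 replicate 1 neither was called, at log2 fold changes of 2.70 (adjusted p = 0.136 from edgeR) and 2.31 (0.358), and without P1 replicate 2 Myl3 was not, at 2.62 (0.0924). Cardiomyocyte-like cells were 2.89% and 0.925% of P1 replicates 1 and 2 and 0.701% and 0.520% of P7 replicates 1 and 2.

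In macrophage-like cells 0 of 12832 genes were called in edgeR, with 1321 at an unadjusted p under 0.05 and 142 by DESeq2. Among the clusters of this class, one with the interferon-induced genes Ifit2, Ifit3 and Irf7 held 27 and 210 cells of P1 replicates 1 and 2 and 1092 and 2090 of P7 replicates 1 and 2, one with the tissue-resident genes Lyve1 and Ccl8 held 214, 136, 1325 and 1111, and one that led with Arg1, Prg4, Retnla, Cd5l and Marco held 32, 126, 205 and 1389. In a cluster of no named class with Chil3 and Mmp12, 233 of 234 cells came from P7 replicate 2. Without P7 replicate 1 the number of genes called was 263. Early B-cell-like cells were 0.235% and 0.249% of P1 and 1.63% and 1.51% of P7 libraries, and conventional dendritic-like cells 0.369% and 1.09% of P1 and 0.677% and 3.89% of P7.

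Other lists in B-cell-like cells gave these values. Of 5 measured genes of Fig. 2b, which the paper reports in adult hearts, none passed in edgeR over all genes or adjusted over the list alone (1 higher at an unadjusted p under 0.05, none by DESeq2, adjusted p = 0.610 from camera, adjusted p = 0.755 with an estimated correlation), with Slpi at a log2 fold change of -2.95, Lcn2 at -0.19, S100a8 at 0.28, S100a9 at 0.16 and Cxcl2 at 0.61. Of 29 measured immediate early and dissociation genes none was called over all genes and 1 was lower adjusted over the list alone (1 higher and 4 lower at an unadjusted p under 0.05, 1 lower by DESeq2, adjusted p = 0.610 from camera, adjusted p = 0.879 with an estimated correlation). Of 6 erythroid genes none was called in edgeR, none at an unadjusted p under 0.05 and 2 higher by DESeq2, at a median of 6.29 (adjusted p = 0.0487 from camera, adjusted p = 0.620 with an estimated correlation). That median rests on P1 replicate 1, with 4688 UMIs of Hbb-bs against 36 in P1 replicate 2, and without it Hbb-bs went from 7.90 to 1.88, Hba-a1 from 7.05 to 1.99, Hba-a2 from 7.66 to 1.71 and Hbb-bt from 5.52 to 1.01. Of 15 macrophage markers none was called over all genes and 1 was lower adjusted over the list alone (1 higher and 3 lower at an unadjusted p under 0.05, none by DESeq2, median -0.69, adjusted p = 0.0183 from camera, adjusted p = 0.522 with an estimated correlation), and the set was not called without P1 replicate 1 (0.330) or without P7 replicate 1 (0.813). Of 10 neutrophil markers none was called in edgeR, adjusted over the list alone, at an unadjusted p under 0.05 or by DESeq2, with a median of -0.15 and a camera test in the other direction (adjusted p = 0.875, adjusted p = 0.962 with an estimated correlation). Without P7 replicate 1 that set was called as higher in P1 (1.70e-07) and without P7 replicate 2 as lower (2.49e-07), neither with an estimated correlation. Of 2 T cell markers none was called over all genes and 1 was higher adjusted over the list alone (1 at an unadjusted p under 0.05, none by DESeq2, adjusted p = 0.351 from camera, adjusted p = 0.620 with an estimated correlation). Of 6 sex-linked genes none was called in edgeR, adjusted over the list alone, at an unadjusted p under 0.05 or by DESeq2 (adjusted p = 0.542 from camera, adjusted p = 0.620 with an estimated correlation), the set being called without P1 replicate 2 (0.0014), though not with an estimated correlation. The 1 measured fibroblast marker, Col3a1, had a log2 fold change of 3.02 (standard error 1.33, adjusted p = 0.509 from edgeR, not called by DESeq2) from 41 and 1 UMIs in P1 and 22 and 15 in P7, and turned to -1.34 without P1 replicate 1.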
